# Intestinal Sirtuin 1 Controls Liver Regeneration via Regulating the Intestinal Farnesoid X Receptor/Fibroblast Growth Factor 15 Axis in Mice

**DOI:** 10.1016/j.jcmgh.2026.101813

**Published:** 2026-05-22

**Authors:** Sian Seaman, Paula Ruiz, Vinícius Dias Nirello, Laura Martin-Castilla, Pablo Elizalde-Garcia, Adriana Vega-Zuza, Lucia Vegas-Petrina, Cristina Lumbreras-Perales, Mark Philo, Mar Moreno-Gonzalez, Patrick Varga-Weisz, Naiara Beraza

**Keywords:** FGF15, FXR, Gut–Liver Axis, Liver Regeneration, Sirtuin 1

## Abstract

**Background & Aims:**

The contribution of the gut–liver axis during liver regeneration remains poorly understood. Understanding the mechanisms underlying this process is critical for developing novel therapeutic strategies for liver diseases and transplantation. Here, we aimed at defining the role of intestinal sirtuin-1 during liver regeneration in mice.

**Methods:**

We performed partial hepatectomy to intestinal-specific sirtuin-1 knockout mice (SIRT^intKO^) and wild-type littermates. Immunostaining and immunoblotting were performed on liver and intestinal tissues to assess proliferation and senescence, as well as farnesoid X receptor and fibroblast growth factor-15 protein expression. Bulk RNA sequencing was performed on liver tissues.

**Results:**

We found that SIRT^intKO^ mice had significantly reduced hepatocyte proliferation and increased hepatocyte senescence, accompanied by accumulation of bile acids in the liver that was associated with profuse parenchymal damage. Still, SIRT^intKO^ restored liver mass at comparable levels to wild-type mice at 10 days after partial hepatectomy, which was accompanied by the activation of liver progenitor cells in the livers of knockout mice. Transcriptomic analysis of bulk RNA sequencing data from liver tissue samples at the priming (6 hours) and proliferative phase (24 hours) after partial hepatectomy highlighted that impaired hepatocyte proliferation in SIRT^intKO^ mice coincided with the downregulation of the signal transducer and activator of transcription pathway and disruption of amino acid and lipid metabolism. Mechanistically, intestinal sirtuin-1 depletion was associated with reduced expression of farnesoid X receptor and fibroblast growth factor-15 in the small intestine. The intestinal-specific activation of farnesoid X receptor with fexaramine treatment successfully re-established hepatocyte proliferation and restored the liver parenchyma integrity in SIRT^intKO^ mice.

**Conclusions:**

Intestinal sirtuin-1 is a key regulator of liver regeneration through upstream control of the farnesoid X receptor/fibroblast growth factor-15 axis following partial hepatectomy.

**Summary**

Intestinal sirtuin 1 regulates liver regeneration by controlling the farnesoid X receptor/fibroblast growth factor 15 axis. Intestinal sirtuin 1 deletion disrupts bile acid homeostasis, impairs hepatocyte proliferation, and increases liver injury and senescence. Intestinal farnesoid X receptor activation restores regenerative capacity and liver integrity in mice after partial hepatectomy, supporting that sirtuin 1 is an upstream regulator of the farnesoid X receptor/fibroblast growth factor 15 axis.

**What You Need to Know**

**Background**

The contribution of the gut-liver axis during liver regeneration remains poorly understood. Sirtuin 1 is a key metabolic regulator, yet its role in controlling farnesoid X receptor/fibroblast growth factor 15 signaling during regeneration is unknown.

**Impact**

Intestinal sirtuin 1 controls liver regeneration via the farnesoid X receptor/fibroblast growth factor 15 axis. Loss of intestinal-specific sirtuin 1 promotes bile acid-mediated liver injury and impairs hepatocyte proliferation, identifying a novel, targetable gut-liver signaling mechanism.

**Future Directions**

Future studies should validate these findings in humans and explore the therapeutic modulation of intestinal sirtuin–farnesoid X receptor signaling to enhance liver regeneration in clinical settings such as resection and transplantation.

Liver regeneration is a coordinated cellular response that allows the liver to restore its mass and function after resection (partial hepatectomy [PHx]). The ability of the liver to regenerate following PHx is well-described, with the activation of hepatocyte proliferation as the main cellular event to restoring the liver mass.^1^

Bile acids (BAs) are crucial mediators of liver regeneration. Previous studies have demonstrated that BAs act as signaling molecules that regulate hepatocyte proliferation during liver regeneration after PHx.^2^

Farnesoid X receptor (FXR) is the master regulator of BA metabolism. BAs activate FXR, which, in turn, suppresses their synthesis, thus preventing hepatic toxicity. The regulation of BA synthesis is a key example of the gut–liver axis communication. BAs synthesized in the liver are secreted into the small intestine postprandially where they activate the FXR–fibroblast growth factor 15 (FGF15) pathway that inhibits BA synthesis in the liver by inhibiting cholesterol 7 alpha-hydroxylase (CYP7A1) via FGF15–fibroblast growth factor receptor 4 (FGFR4) signaling.^3^^,^^4^

FXR has been shown to contribute to liver regeneration after PHx. Huang and colleagues demonstrated that systemic deletion of FXR in constitutive knockout (KO) mice led to decreased hepatocyte proliferation after PHx due to dysregulated BA homeostasis, although FXR^−/−^ mice reached similar liver mass at later stages after resection.^2^ Further work by Zhang and colleagues dissected the liver- and intestinal-specific role of FXR in controlling liver regeneration.^5^ Hepatic deletion of FXR led to attenuation of hepatocyte proliferation and delayed liver regeneration,^5^^,^^6^ whereas intestinal FXR deletion also contributed to defective hepatocyte proliferation via the activation of FGF15 expression after PHx.^5^

The essential role of FGF15 in controlling liver regeneration was further established by Uriarte and colleagues, showing that FGF15 KO mice had increased mortality and liver damage due to increased liver BA levels and reduced hepatocyte proliferation after PHx.^7^ Further work supported the relevance of FGF15–FGFR4 signaling in mediating liver regeneration in mice.^8^

The role of sirtuin 1 (SIRT1), a nicotinamide adenine dinucleotide–dependent class III histone deacetylase, in regulating FXR activation has been previously described.^9^, ^10^, ^11^ SIRT1 promotes FXR activation by deacetylating FXR, counteracting p300-mediated acetylation.^9^ Reduced SIRT1 activity leads to persistent acetylation of FXR, which impairs DNA binding and reduces transcriptional activity. We and others have demonstrated that both the overexpression of SIRT1 and the hepatocyte-specific deletion of SIRT1 impair FXR activation and function, leading to increased susceptibility to liver injury.^10^^,^^11^ Previous work in intestinal-specific SIRT1-deficient mice has supported that SIRT1 also regulates FXR in the intestine, controlling systemic BA metabolism.^12^

In the context of liver regeneration, both SIRT1 hepatocyte-specific deletion^13^ and SIRT1 overexpression have been shown to reduce hepatocyte proliferation after PHx,^14^ supporting the role of SIRT1 in regulating liver regeneration.

However, the detailed role of intestinal SIRT1 in regulating liver regeneration has not been defined. A better understanding of how intestinal signaling pathways control liver regeneration may provide relevant cues to develop potential strategies for enhancing liver regeneration in disease and postsurgical contexts.

## Results

### Intestinal Sirtuin 1 Deletion Leads to Increased Liver Tissue Damage and Reduced Hepatocyte Proliferation After Partial Hepatectomy

PHx was performed in wild-type (WT) and intestinal *Sirt1* KO mice (SIRT^intKO^), and samples were harvested at different timepoints after surgery. Liver damage was assessed by analysis of serum transaminases, showing significantly higher levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) in SIRT^intKO^ mice at 24 hours after PHx compared with WT littermates (Figure 1*A*). Histopathologic analysis on tissue sections confirmed extensive liver parenchymal damage in SIRT^intKO^ mice, with profuse areas of necrosis at 24 hours after PHx compared with WT mice (Figure 1*B*).

**Figure 1:**
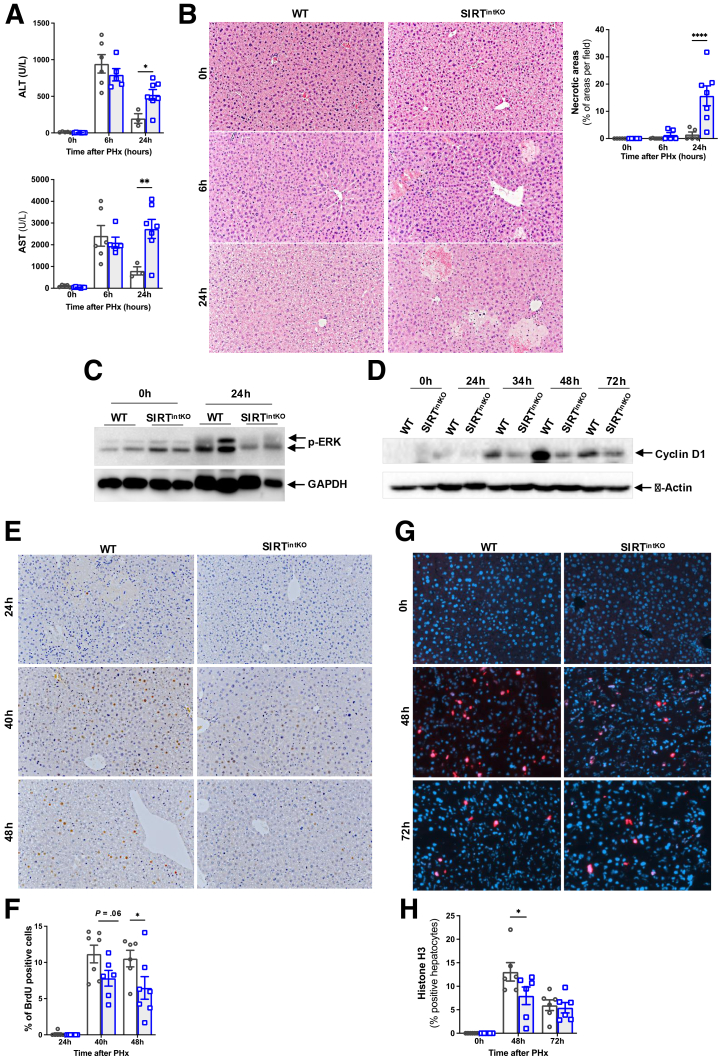
**Intestinal-specific SIRT1 deletion leads to increased liver injury and attenuated hepatocyte proliferation and mitosis after PHx.** (*A*) Serum transaminases ALT and AST in serum samples and (*B*) hematoxylin and eosin staining and further quantification of necrotic areas on liver tissue slides showing increased liver damage in SIRT^intKO^ mice compared with WT littermates at 0, 6, and 24 hours after PHx. (*C*) Western blot analysis of liver tissue samples showing differential phosphorylated ERK1/2 and (*D*) cyclinD1 expression in WT vs SIRT^intKO^ mice at different timepoints after PHx. (*E*) IHC showing BrdU-positive hepatocytes and (*F*) quantification of the percentage of positive cells at 24, 40, and 48 hours after PHx in WT vs SIRT^intKO^ mice. (*G*) Immunofluorescence showing p-HistoneH3–positive cells and (*H*) quantification of the percentage of positive cells at 0, 48, and 72 hours after PHx in WT vs SIRT^intKO^mice. Analyses were done from n = 3–7 mice. Representative images are shown from 10× (*B*) and 20× (*E* and *G*) magnification. Values are mean ± standard error of the mean. Statistical differences were determined using 2-way analysis of variance with Holm–Sidak correction. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗∗*P* < .0001.

The regeneration of the liver after PHx is mainly mediated by the replication of hepatocytes that proliferate during the initial 24 to 48 hours after surgery.^1^^,^^15^ To determine the impact of intestinal-specific deletion of SIRT1 on pathways associated with hepatocyte proliferation after PHx, we performed Western blot analysis of proteins related to cell-cycle progression. Our results revealed a reduction in the phosphorylation of extracellular signal-regulated kinase (ERK)1 and ERK2 in SIRT^intKO^ mice compared with WT mice (Figure 1*C*), indicating impaired G1 phase progression.^16^ Further analysis of liver tissues showed reduced expression of cyclin D1 in liver samples from SIRT^intKO^ mice compared with WT mice throughout the proliferative phase of liver regeneration (Figure 1*D*).

To further assess hepatocyte proliferation, we performed immunohistochemical analysis using an anti-bromodeoxyuridine (BrdU) antibody in liver tissue samples from mice receiving the nucleotide analogue BrdU before culling. Our results indicated an apparent reduction in the percentage of BrdU-positive hepatocytes in SIRT^intKO^ mice at 40 hours after PHx that was significant at 48 hours compared with WT littermates (Figure 1*E* and *F*).

Finally, we assessed hepatocyte mitosis in liver sections and found a significant reduction in phosphorylated histone H3 (p-histone H3)-positive hepatocytes in SIRT^intKO^ mice at 48 hours after PHx compared with WT mice (Figure 1*G* and *H*), supporting the reduced replicative capacity of hepatocytes in KO mice.

Together, our results show that the intestinal specific depletion of SIRT1 has a detrimental impact in the regenerative response of the liver, leading to profuse necrotic cell death at 24 hours after PHx and a reduced proliferative response in hepatocytes at 40 and 48 hours after surgery compared with WT littermates.

### Intestinal Sirtuin 1 Deletion Leads to Changes in the Transcriptomic Profiling and Attenuated Signal Transducer and Activator of Transcription 3 Phosphorylation in the Liver During the Priming Phase After Partial Hepatectomy

In previous work, we described that the overexpression of SIRT1 had a detrimental impact on liver regeneration.^14^ To determine whether intestinal SIRT1 deletion influenced liver SIRT1 expression, we performed immunoblotting on liver whole protein extract followed by densitometry. Our results confirmed our previous observations that SIRT1 expression is reduced at initial stages after PHx (6 hours, 24 hours) to later increase at 40 to 72 hours after PHx in WT mice. We found that liver SIRT1 expression was marginally lower at 6 hours and 24 hours after PHx in SIRT^intKO^ mice compared with WT mice, although these differences did not reach statistical significance (Figure 2*A* and *B*).

**Figure 2:**
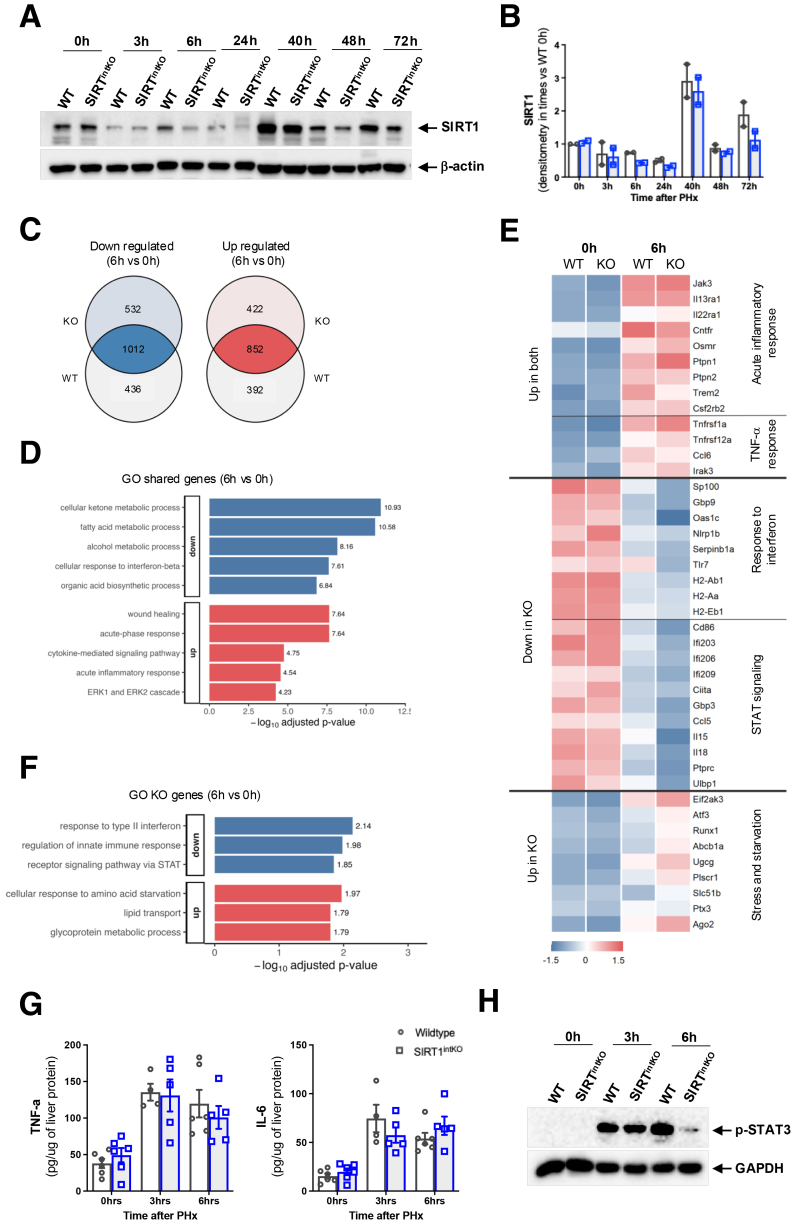
**Intestinal-specific SIRT1 deletion alters transcriptomic profiling and STAT signaling during the priming phase after PHx.** (*A*) Western blot analysis of liver tissue samples showing SIRT1 expression in SIRT^intKO^ and WT mice at 0, 3, 6, 24, 40, 48, and 72 hours after PHx and (*B*) densitometry of SIRT1 protein levels across the indicated time points. (*C*) Venn diagram showing DEGs shared or specific to WT and SIRT^intKO^ livers at 6 hours post-PHx (n = 5 per group). (*D*) GO enrichment analysis of shared DEGs in (*A*). (*E*) Heatmap showing scaled expression (z-score) of representative genes from enriched GO terms in (*D*). (*F*) GO enrichment analysis of SIRT^intKO^-specific DEGs (up- and downregulated), performed as in (*D*). (*G*) TNF-α and IL6 protein expression quantified by enzyme-linked immunosorbent assay in whole protein liver extracts at 0, 3, and 6 hours after PHx. (*H*) Western blot analysis of liver tissue samples showing attenuated p-STAT3 expression in SIRT^intKO^ vs WT mice at 3 and 6 hours after PHx, Analyses were done from n = 5–6 mice. Values are mean ± standard error of the mean. Statistical differences were determined using 2-way analysis of variance with Holm–Sidak correction. For transcriptomics, statistical differences were determined using DESeq2, *P*- and q-value cutoffs = .05 using Benjamini–Hochberg correction and |log_2_ fold change| > 1.

To further investigate the potential causes of the reduced hepatocyte proliferation in SIRT^intKO^ mice after PHx, we focused initially on the priming phase, where progression from the G0 to the G1 phase of the cell cycle occurs within the first 6 hours after PHx in mice.

To characterize the molecular programs underlying the differential responses observed in SIRT^intKO^ mice compared with their WT littermates during the priming phase, we performed bulk RNA sequencing (RNA-seq) on liver samples at 0 and 6 hours after PHx in both genotypes. 

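Livers of WT mice were compared with livers of SIRT intKO mice, in which *Sirt1* is deleted in the intestinal epithelium and not in the liver. The labels of the deposited data give 6 WT and 6 SIRT intKO livers at 0 hours, and 6 WT and 5 SIRT intKO livers at 6 hours after PHx, where the legend of Figure 2*C* gives n = 5 per group. With DESeq2, the 6 WT livers gave the log2 fold changes of Supplementary Table 1 at 6 hours with a median absolute difference of 0.000351, over the 1992 genes compared. Leaving out any 1 of the 6 raised this difference to between 0.0325 and 0.049. The 5 SIRT intKO livers gave the table's values with a difference of 0.000348, so all labeled livers were used. The labels number the 0-hour libraries in a series of their own, and a difference in handling between that series and the libraries after PHx would coincide with the effect of PHx. By the paper's methods, stranded mRNA libraries were sequenced on a NovaSeq X. The nf-core RNA-seq pipeline then aligned the reads with STAR and estimated counts per gene with Salmon. The deposited values are Salmon's expected counts without normalization, of which 4.97% were not whole numbers, and they were rounded before testing. Counts per library at 0 hours ranged from 15191477 to 18400084 in WT mice (median 16185229) and from 14934069 to 16442345 in SIRT intKO mice (median 15138019). At 6 hours they ranged from 14892122 to 18007092 (median 17181066) and from 15041590 to 18039701 (median 16979271). Salmon counts a read pair once, so a count stands for a pair, and the median of all 34 libraries was 16807340 counts. Libraries were normalized with edgeR's TMM method, and the 14980 genes with enough counts for the smallest group, by edgeR's filterByExpr, were tested. A single model with 1 mean per genotype and time point was fitted to the 34 libraries, with a common biological coefficient of variation of 0.302. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (edgeR adjusted p), and genes were called as DEGs at an adjusted p under 0.05 and an absolute log2 fold change over 1, the paper's thresholds. Values per gene are given as TMM-normalized CPM. Hepatic *Sirt1* (ENSMUSG00000020063) at 0 hours was 11.8 ± 2.59 CPM (SD, n = 6; 8.35 to 15.7) in WT mice and 11.6 ± 2.50 CPM (SD, n = 6; 9.48 to 16.3) in SIRT intKO mice. Its log2 fold change between genotypes was -0.02 (edgeR adjusted p = 1), and the sign changed in 5 of the fits that each left out 1 library. At 6 hours it was 11.3 ± 1.76 CPM (SD, n = 6; 8.85 to 14.1) and 10.3 ± 3.20 CPM (SD, n = 5; 7.55 to 15.6), a log2 fold change of -0.13 (edgeR adjusted p = 0.933). As the deletion is in the intestine, hepatic *Sirt1* does not check the genotype labels.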

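At 6 hours after PHx against 0 hours, 2332 of the 14980 tested genes were called in WT livers, 1074 higher and 1258 lower. For SIRT intKO livers, 2480 genes were called, 1177 higher and 1303 lower. Without the fold-change threshold, 5604 and 5758 genes had an edgeR adjusted p under 0.05. Testing against the fold-change threshold itself with edgeR's glmTreat called 749 genes in WT livers and 701 in SIRT intKO livers. Across the fits that each left out 1 library, between 2180 and 2434 genes were called in WT livers and between 2225 and 2663 in SIRT intKO livers.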

Differentially expressed genes (DEGs) with the same direction of change in WT and SIRT^intKO^ mice were defined as shared DEGs. 

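Of the genes called at 6 hours in SIRT intKO livers, 759 were not called in the same direction in WT livers, 384 of them higher and 375 lower. Most of these, 735 (96.8%), moved in the same direction in WT livers, and 299 of the 735 had an edgeR adjusted p under 0.05 there without passing the fold-change threshold. The median log2 fold change of the 384 higher genes was 1.26 in SIRT intKO and 0.80 in WT livers, and that of the 375 lower genes was -1.22 and -0.78. The interaction term of the model tests whether the response to PHx differs between genotypes. It had an edgeR adjusted p under 0.05 for 0 of the 759 genes, and an unadjusted p under 0.05 for 73. Conversely, 611 genes were called in WT livers alone, 281 higher and 330 lower, of which 579 moved in the same direction in SIRT intKO livers.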

Genes differentially expressed only in SIRT^intKO^ mice were defined as SIRT^intKO^-specific responses.

At 6 hours after PHx, transcriptional changes were largely shared between genotypes. 

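Across the 14980 genes, the log2 fold changes of the WT and SIRT intKO livers at 6 hours correlated with a Pearson's r of 0.84. This correlation is across genes, which are not independent replicates, and each genotype was compared with its own 0-hour mice. In the direct comparison of SIRT intKO with WT livers at 6 hours, 0 genes were called, 976 genes (6.52%) had an unadjusted p under 0.05, and the smallest edgeR adjusted p was 0.136. DESeq2 in place of edgeR called 8 genes, and leaving out SIRT intKO 6-hour replicate 4 gave 7 with edgeR. For the interaction at 6 hours, 0 genes were called and 457 (3.05%) had an unadjusted p under 0.05, with DESeq2 calling 2. Before surgery, 0 genes were called between the genotypes and 161 (1.07%) had an unadjusted p under 0.05, with DESeq2 calling 5.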

Over 50% of DEGs overlapped between WT and SIRT^intKO^ mice (Figure 2*C*). 

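At 6 hours, 3091 genes were called in WT or SIRT intKO livers, counting a gene once per direction, and 1721 of these (55.7%) were called in both in the same direction. The shared genes were 793 higher ones (54.4% of the higher genes) and 928 lower ones (56.8% of the lower genes). The share fell to 48.7% when every gene with at least 1 count was tested, and it was 51.2% with DESeq2. With no fold-change threshold it was 61.5%. The fits that each left out 1 library gave between 51.5%, without SIRT intKO 6-hour replicate 1, and 56.6%.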

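The GO enrichment of the shared DEGs was not repeated, because GO annotation was not used here. Reactome gene sets and lists of genes were tested as wholes in its place, 44 in each comparison, with camera of limma 3.58.1 on voom values and Benjamini-Hochberg adjustment over the 44. At 6 hours, the 84 genes of the Reactome set for fatty acid, triacylglycerol and ketone body metabolism had a median log2 fold change of -0.10 in WT livers (camera adjusted p = 0.491) and of -0.05 in SIRT intKO livers (camera adjusted p = 0.472). The medians for the 169 genes of amino acid metabolism were -0.12 (camera adjusted p = 0.159) and -0.19 (camera adjusted p = 0.0619). Bile acid and bile salt metabolism, with 35 genes, was lower in WT livers, with a median of -0.66 (camera adjusted p = 0.0193), and in SIRT intKO livers, with a median of -0.53 (camera adjusted p = 0.00656). Both of these calls held under fry, a rotation test (adjusted p = 0.0127 and 0.014), but not with a correlation between genes estimated from the data (adjusted p = 0.779 and 0.721). Of the 9 sets that camera called in WT livers and the 12 in SIRT intKO livers at 6 hours, 9 and 12 held under fry, and 1 and 0 with an estimated correlation.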

Shared downregulated genes were enriched for metabolic processes, including fatty acid, ketone, alcohol, and organic acid metabolism (Figure 2*D*; Supplementary Table 1). These included key regulators such as *Srebf1, Ppard, Mlxipl*, and multiple members of the *Ces* (lipid homeostasis), *Cyp* (detoxification and hormone metabolism), and *Akr* (reduction of various carbonyl-containing compounds) gene families (Supplementary Table 1), suggesting a coordinated suppression of hepatic metabolic activity in both genotypes at 6 hours after PHx. 

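*Srebf1* (ENSMUSG00000020538) fell from 98.1 ± 24.3 CPM (SD, n = 6) at 0 hours to 27.9 ± 9.36 CPM (SD, n = 6) at 6 hours in WT livers, a log2 fold change of -1.81 (SE 0.216, edgeR adjusted p = 1.29e-07). It fell in SIRT intKO livers from 91.9 ± 21.2 CPM (SD, n = 6) to 31.9 ± 6.5 CPM (SD, n = 5), a log2 fold change of -1.53 (SE 0.228, edgeR adjusted p = 5.53e-06). The call in SIRT intKO livers was not made by glmTreat. *Ppard* (ENSMUSG00000002250) fell from 27.8 ± 9.47 to 5.66 ± 0.845 CPM in WT livers, a log2 fold change of -2.29 (SE 0.265, edgeR adjusted p = 8.06e-08). It fell in SIRT intKO livers from 26.7 ± 6.03 to 5.62 ± 0.957 CPM, a log2 fold change of -2.24 (SE 0.283, edgeR adjusted p = 4.56e-07). *Mlxipl* (ENSMUSG00000005373) had log2 fold changes of -2.08 in WT livers (edgeR adjusted p = 4.68e-05) and -1.75 in SIRT intKO livers (edgeR adjusted p = 0.000669), the latter again not called by glmTreat. Of 14 *Ces* genes tested, 10 were called lower in WT livers, 8 in SIRT intKO livers and 6 in both, with median log2 fold changes of -1.35 and -1.17 over the family. Of 67 *Cyp* genes, 17 were called lower in WT livers, 12 in SIRT intKO livers and 8 in both, while 8, 6 and 5 were called higher, and the family median was -0.62 in both genotypes. Of 14 *Akr* genes, 4 were called lower in WT livers, 6 in SIRT intKO livers and 4 in both, while 1 was called higher in both, with medians of -0.72 and -0.88. Members of these families resemble each other in sequence, so the counts of single members are uncertain where Salmon could have split reads among them.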

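*Jak3* (ENSMUSG00000031805) rose from 9.96 ± 1.18 CPM (SD, n = 6) at 0 hours to 24.7 ± 5.05 CPM (SD, n = 6) at 6 hours in WT livers, a log2 fold change of 1.31 (SE 0.184, edgeR adjusted p = 1.76e-06). It rose in SIRT intKO livers from 8.71 ± 1.1 CPM (SD, n = 6) to 26.6 ± 3.44 CPM (SD, n = 5), a log2 fold change of 1.61 (SE 0.192, edgeR adjusted p = 1.71e-07). *Osmr* (ENSMUSG00000022146) rose by a log2 fold change of 1.47 in WT livers (SE 0.326, edgeR adjusted p = 0.000659) and of 2.21 in SIRT intKO livers (SE 0.344, edgeR adjusted p = 9.68e-06). *Il13ra1* (ENSMUSG00000017057) reached 81.8 ± 17.6 CPM in WT and 80.5 ± 5.15 CPM in SIRT intKO livers, called in both, with a log2 fold change of 1.42 in WT livers (edgeR adjusted p = 2.31e-06) and an edgeR adjusted p of 2.01e-06 in SIRT intKO livers. *Il22ra1* (ENSMUSG00000037157) reached 0.959 ± 0.559 CPM in WT and 1.27 ± 0.846 CPM in SIRT intKO livers, with log2 fold changes of 2.23 (edgeR adjusted p = 0.00127) and 2.84 (edgeR adjusted p = 0.000163).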

Shared upregulated genes at 6 hours were enriched in pathways related to inflammation and acute-phase response (Figure 2*B* and *C*), involving genes such as members of the Janus kinase/signal transducer and activator of transcription (STAT) signaling pathway (*Jak3*, *Osmr*) and interleukin receptors (*Il13ra1*, *Il22ra1*), reflecting activation of cytokine signaling. 

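*Tnfrsf1a* (ENSMUSG00000030341) rose at 6 hours from 64.3 ± 11.5 to 161 ± 19.2 CPM in WT livers and from 59.1 ± 6.2 to 189 ± 23.4 CPM in SIRT intKO livers. Its log2 fold changes were 1.32 (SE 0.125, edgeR adjusted p = 2.26e-09) and 1.68 (SE 0.131, edgeR adjusted p = 6.96e-11). *Tnfrsf12a* (ENSMUSG00000023905) varied more between SIRT intKO mice, from 20.7 to 130 CPM at 6 hours, with log2 fold changes of 2.30 in WT (edgeR adjusted p = 0.000541) and 3.35 in SIRT intKO livers (edgeR adjusted p = 1.35e-05). Those of *Csf2rb2* (ENSMUSG00000071714) were 1.73 (edgeR adjusted p = 0.00113) and 1.84 (edgeR adjusted p = 0.000931). *Ccl6* (ENSMUSG00000018927) rose by a log2 fold change of 1.91 in WT livers (SE 0.448, edgeR adjusted p = 0.00113) and of 1.20 in SIRT intKO livers (SE 0.455, edgeR adjusted p = 0.0363). The SIRT intKO call of *Ccl6* was lost in 7 of the fits that each left out 1 library, for example at a log2 fold change of 1.01 without SIRT intKO 6-hour replicate 2.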

Induction of *Tnfrsf1a*, *Tnfrsf12a*, *Csf2rb2*, and the chemokine *Ccl6*, indicating engagement of canonical tumor necrosis factor (TNF)-mediated inflammatory pathways were also upregulated in both WT and SIRT^intKO^ mice (Figure 2*D* and *E*). Together, these data reflect that the early inflammatory and tissue repair responses typical of liver regeneration are similarly regulated in WT and SIRT^intKO^ mice at 6 hours after PHx.

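All 13 inflammation genes that the text and Figure 2*E* name as shared at 6 hours were called higher in both genotypes, with a median log2 fold change of 1.47 in WT and 1.62 in SIRT intKO livers. The paper chose these genes on these samples, so their calls are not independent evidence. The count of 13 fell to 3 in WT and 6 in SIRT intKO livers with glmTreat, and to 9 in both among genes with at least 10 counts in every library. When only the groups compared were fitted, it was 12 and 11, and the fits that each left out 1 library gave at least 11 in either genotype. The interaction at 6 hours was called for 0 of the 13, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Their interaction log2 fold changes ran from -1.42 to 1.04, 10 above and 3 below 0, with a smallest edgeR adjusted p of 1. Compared directly at 6 hours, the 13 ranged from -0.80 to 0.88 between SIRT intKO and WT livers, and 0 had an unadjusted p under 0.05. A list of 16 acute-phase and STAT3 target genes, not taken from the paper, was higher in both genotypes, with medians on voom values of 2.52 in WT livers (camera adjusted p = 8.68e-21) and 2.49 in SIRT intKO livers (camera adjusted p = 1.65e-20). These calls held under fry (adjusted p = 1.75e-12 and 3.34e-12), and with an estimated correlation that in WT livers held (adjusted p = 0.0483) and that in SIRT intKO livers did not (adjusted p = 0.0515).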

Despite the overall similarity, we detected SIRT^intKO^-specific responses that included a significant downregulation in genes involved in STAT signaling (*Cd86*, *Ciita*, and the chemokines *Ccl5* and *Il15*) and regulation of immune response, characterized by responses to interferon-stimulated genes (*Ifi* and *Gbp* family members, *Oas1c*, *Sp100*), as well as components of the antigen presentation machinery (*H2-Ab1*, *H2-Aa*, *H2-Eb1*) and innate immune receptors as well as inflammasome-related genes (*Tlr7*, *Nlrp1b*) (Figure 2*E* and *F*).

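*Cd86* (ENSMUSG00000022901) fell from 2.51 ± 0.608 CPM (SD, n = 6) to 0.898 ± 0.244 CPM (SD, n = 5) in SIRT intKO livers at 6 hours, a log2 fold change of -1.48 (SE 0.305, edgeR adjusted p = 0.000315), against -0.68 (SE 0.281, edgeR adjusted p = 0.055) in WT livers. *Ciita* (ENSMUSG00000022504), below 1 CPM in all groups, had log2 fold changes of -1.34 in SIRT intKO (edgeR adjusted p = 0.0397) and -0.81 in WT livers (edgeR adjusted p = 0.195). *Ccl5* (ENSMUSG00000035042), also below 1 CPM, had -1.95 (edgeR adjusted p = 0.0385) and -0.60 (edgeR adjusted p = 0.485). *Il15* (ENSMUSG00000031712) fell from 0.609 ± 0.206 to 0.14 ± 0.139 CPM in SIRT intKO livers, a log2 fold change of -2.07 (edgeR adjusted p = 0.002), and had -0.55 (edgeR adjusted p = 0.323) in WT livers. The SIRT intKO call of *Ciita* was lost in 6 of the fits that each left out 1 library, for example at -1.17 without SIRT intKO 6-hour replicate 3, and with every gene of at least 1 count tested. That of *Ccl5* was lost in 6, for example at -1.75 without SIRT intKO 0-hour replicate 6. The interaction log2 fold changes of these 4 genes were -0.80 for *Cd86*, -0.53 for *Ciita*, -1.36 for *Ccl5* and -1.52 for *Il15*, each with an edgeR adjusted p of 1, and only that of *Il15* had an unadjusted p under 0.05, at 0.0285. Leaving out SIRT intKO 6-hour replicate 1 moved the interaction of *Il15* to -2.31. All 10 tested STAT genes of the text and Figure 2*E* were called lower in SIRT intKO livers, with a median log2 fold change of -1.35. In WT livers all 10 were lower with a median of -0.80, 0 were called and 5 had an unadjusted p under 0.05. The SIRT intKO count fell to 7 without SIRT intKO 6-hour replicate 3, to 5 when only the groups compared were fitted, to 3 among genes with at least 10 counts in every library and to 0 with glmTreat, while 5 were called in WT livers without WT 6-hour replicate 6. The interaction was called for 0 of the 10, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Of the 9 interferon, antigen presentation and innate immunity genes, all 9 were lower in SIRT intKO livers, from -1.56 (*Nlrp1b*) to -1.05 (*H2-Eb1*), and 8 were called. *Serpinb1a*, at -1.38 (edgeR adjusted p = 0.0541), was not called. In WT livers 8 were lower, from -1.13 (*Serpinb1a*) to 0.14 (*Tlr7*), 0 were called and 7 had an unadjusted p under 0.05. *Tlr7* had -1.17 in SIRT intKO livers (edgeR adjusted p = 0.0464), and this call was lost in 12 of the fits that each left out 1 library, among them the fit without SIRT intKO 6-hour replicate 3, while its WT value became -0.31 without WT 6-hour replicate 6. The call of *Nlrp1b* in SIRT intKO livers (edgeR adjusted p = 0.0443) was lost in 8 such fits, at -1.27 without SIRT intKO 6-hour replicate 4. *Oas1c* had -1.39 in SIRT intKO (edgeR adjusted p = 0.000591) and -0.79 in WT livers (edgeR adjusted p = 0.0221), and *Sp100* had -1.10 (edgeR adjusted p = 0.00027) and -0.77 (edgeR adjusted p = 0.00406). *H2-Ab1* had -1.30 (edgeR adjusted p = 0.000834) and -0.93 (edgeR adjusted p = 0.00834), and *H2-Aa* had -1.09 (edgeR adjusted p = 0.00821) and -0.85 (edgeR adjusted p = 0.0277). Without WT 6-hour replicate 3, *H2-Ab1* at -1.11 and *H2-Aa* at -1.06 were called in WT livers as well. Without SIRT intKO 0-hour replicate 6, the SIRT intKO calls of *H2-Aa* at -0.87 and *H2-Eb1* at -0.82 were lost. Between 4, without SIRT intKO 0-hour replicate 1, and 9 of the list were called in SIRT intKO livers across these fits, and 0 with glmTreat. The interaction log2 fold changes ran from -1.31 (*Tlr7*) to -0.20 (*Gbp9*), 0 of 9 were called over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05.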

In turn, genes linked to stress and starvation responses, including *Atf3* and *Eif2ak3* (also known as protein kinase RNA-like endoplasmic reticulum [ER] kinase) were upregulated in SIRT^intKO^ mice, which was not observed in WT animals (Figure 2*E* and *F*).

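*Atf3* (ENSMUSG00000026628) was 1.32 ± 0.420 CPM (SD, n = 6) at 0 hours and 7.35 ± 5.08 CPM (SD, n = 5) at 6 hours in SIRT intKO livers, a log2 fold change of 2.46 (SE 0.696, edgeR adjusted p = 0.00569) that glmTreat did not call. The 5 SIRT intKO livers at 6 hours had 0.898, 11.6, 13.3, 4.98 and 5.93 CPM. In WT livers *Atf3* was 2.11 ± 1.72 CPM (SD, n = 6) and 3.46 ± 1.49 CPM (SD, n = 6), a log2 fold change of 0.69 (SE 0.650, edgeR adjusted p = 0.428), which became 1.23 without WT 0-hour replicate 2. *Eif2ak3* (ENSMUSG00000031668) rose in both genotypes, from 10.2 ± 2.12 to 24.6 ± 5.05 CPM in SIRT intKO livers, a log2 fold change of 1.27 (SE 0.207, edgeR adjusted p = 1.9e-05), and from 10.9 ± 2.53 to 19.8 ± 4.12 CPM in WT livers, a log2 fold change of 0.86 (SE 0.199, edgeR adjusted p = 0.00102) under the fold-change threshold. The interaction was 1.77 for *Atf3* and 0.41 for *Eif2ak3*, with an edgeR adjusted p of 1 for both and unadjusted p of 0.0719 and 0.159. The 9 tested stress genes of the text and Figure 2*E* were all higher in SIRT intKO livers, with a median of 2.36, and 8 were called, while *Ptx3*, at 3.34 (edgeR adjusted p = 0.0655), was not. DESeq2 called all 9, glmTreat called 1, and 5 were called without SIRT intKO 6-hour replicate 2. In WT livers, 8 of the 9 were higher with a median of 0.81, 0 were called and 4 had an unadjusted p under 0.05. The interaction of the 9 genes was above 0 for all, called for 0, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05.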

Hepatocyte proliferation is primed by the secretion of TNF-α and interleukin6 (IL6) from neighboring Kupffer cells that activate signaling cascades in hepatocytes, including phosphorylated STAT 3 (p-STAT3), to promote cell cycle progression.^17^ In line with the transcriptomic analysis (Figure 2*D* and *E*), our results show that, although TNF-α and IL6 protein levels are not significantly different in WT compared with SIRT^intKO^ mice at 3 and 6 hours after PHx (Figure 2*G*), we found an evident reduction in p-STAT3 levels in SIRT^intKO^ mice, particularly at 6 hours after surgery (Figure 2*H*), and also, accordingly, to the downregulation of the STAT pathway as indicated by the Gene Ontology (GO) analysis (Figure 2*E* and *F*).

Together, these results point to a modest early divergence in how SIRT^intKO^ mice livers respond to PHx-induced stress, mainly concerning STAT and cell metabolism responses, which might set the stage for the attenuated proliferation observed at later time points.

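As lists, the genes that the paper names at 6 hours differed between genotypes in their response with camera, by a median interaction of -0.43 for the STAT genes (camera adjusted p = 0.0116), -0.36 for the interferon and antigen presentation genes (camera adjusted p = 0.0324) and 0.72 for the stress genes (camera adjusted p = 0.0354) on voom values. None of these 3 calls held under fry (adjusted p = 0.992) or with an estimated correlation (adjusted p = 0.936). An exact permutation test of the mean log2 CPM of each list over the 462 splits of the 11 livers at 6 hours, two-sided, gave a difference of SIRT intKO from WT livers of -0.46 for the STAT genes (p = 0.113), -0.35 for the interferon and antigen presentation genes (p = 0.0606) and 0.72 for the stress genes (p = 0.0996). The smallest adjusted p among the 30 lists in this permutation test was 0.455, where a single list at the smallest possible p would have 0.0649. The 16 acute-phase and STAT3 target genes differed by -0.05 (exact p = 0.74), and 0 of them had an unadjusted p under 0.05 between genotypes. From the SIRT intKO-specific DEGs in STAT signaling, stress and metabolism, beside its protein data for phosphorylated STAT3, the paper proposes an early divergence in how SIRT intKO livers respond to PHx that precedes the weaker proliferation at later time points.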

### Transcriptomic Profiling Reveals Dynamic and Genotype-Specific Changes in SIRT^intKO^ Mice Compared With Wild-Type Mice During Liver Regeneration at 24 Hours After Partial Hepatectomy

To further understand the mechanisms mediating the detrimental phenotype of SIRT^intKO^ after PHx, we next performed comparative analysis of bulk RNA-seq datasets obtained from liver samples from WT and SIRT^intKO^ mice at 0 and 24 hours after PHx.

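At 24 hours after PHx, the labels give 4 WT and 7 SIRT intKO livers, where the legend of Figure 3*A* gives n = 5 and n = 7, and the 0-hour livers are those of the comparison at 6 hours. With DESeq2, the 4 WT livers gave the log2 fold changes that Supplementary Table 1 lists at 24 hours with a median absolute difference of 0.000197. Counting any 1 WT liver of the 6-hour group as a 24-hour one raised it to between 0.0913 and 0.119, so the labels were kept. For the 7 SIRT intKO livers the difference was 0.000384. Counts per library ranged from 16335963 to 19561395 in WT mice (median 18118473) and from 16302184 to 23480492 in SIRT intKO mice (median 17695667). Normalization, filter and test were those of the 6-hour comparison, in the same model. Hepatic *Sirt1* at 24 hours was 13.6 ± 6.42 CPM (SD, n = 4; 8.80 to 23.1) in WT livers and 8.66 ± 2.26 CPM (SD, n = 7; 6.92 to 13.5) in SIRT intKO livers, a log2 fold change of -0.65 (edgeR adjusted p = 0.0726). In a principal component analysis of the log2 CPM values, the first component held 40.7% of the variance and the second 13.5%. On the first component the 4 WT livers at 24 hours, replicates 1 to 4, were at 86.2, 95.9, -8.02 and -17.6. Of the SIRT intKO livers at 24 hours, replicate 5 was at 8.1 and the others were between 49.7 and 80.3. The median SD of log2 CPM per gene was 0.462 in WT and 0.391 in SIRT intKO livers at 24 hours, against 0.233 and 0.262 at 0 hours and 0.316 and 0.302 at 6 hours.

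**Figure D1:**
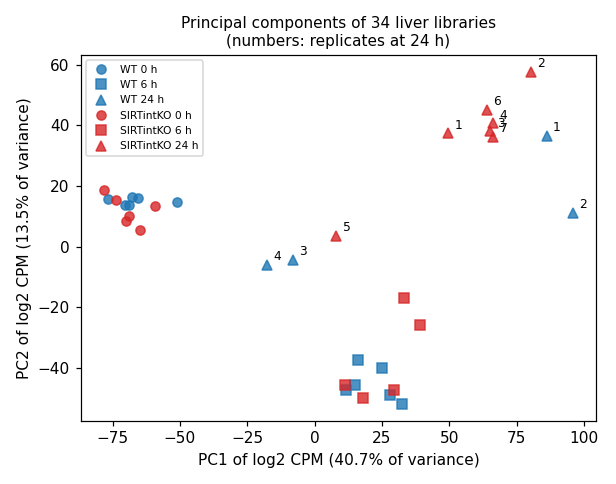
Principal components of the log2 CPM values of the 34 liver libraries, with the first component (40.7% of the variance) on the horizontal axis and the second (13.5%) on the vertical axis. Each point is 1 liver, colored by genotype and time point, and the replicates at 24 hours are numbered. The WT livers at 24 hours lie between -17.6 and 95.9 on the first component.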

As for the 6-hour timepoint, we first identified DEGs within each genotype by comparing 24-hour vs 0-hour samples. 

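At 24 hours against 0 hours, 2354 genes were called in WT livers, 1246 higher and 1108 lower, and 3440 in SIRT intKO livers, 1784 higher and 1656 lower. An edgeR adjusted p under 0.05, whatever the fold change, was reached by 5113 genes in WT and 7520 in SIRT intKO livers. With glmTreat the counts were 670 and 1465. Single WT livers moved the WT count, to 1552 without WT 24-hour replicate 2 and to 3117 without WT 24-hour replicate 4. The count for SIRT intKO livers stayed between 3216 and 3729 across the fits that each left out 1 library. The test at 24 hours rests on 4 WT and 7 SIRT intKO livers, so its counts do not have the same precision in both genotypes.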

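Of the genes called at 24 hours in SIRT intKO livers, 1675 were not called in the same direction in WT livers, 851 of them higher and 824 lower, and 1518 of the 1675 (90.6%) moved in the same direction in WT livers. An edgeR adjusted p under 0.05 in WT livers was reached by 371 of the 1518. The 851 higher genes had a median log2 fold change of 1.48 in SIRT intKO and 0.64 in WT livers, and the 824 lower genes one of -1.41 and -0.80. The interaction at 24 hours had an edgeR adjusted p under 0.05 for 1 of the 1675 (0.0597%) and an unadjusted p under 0.05 for 531. Leaving out SIRT intKO 24-hour replicate 5 raised the share with a called interaction to 7.73%, and leaving out WT 24-hour replicate 2 gave 0. In WT livers alone, 589 genes were called, 313 higher and 276 lower, and 528 of them moved in the same direction in SIRT intKO livers.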

We then defined shared DEGs as those significantly modulated in both genotypes with the same direction of change and SIRT^intKO^-specific DEGs as those significantly altered only in the SIRT^intKO^ group. Transcriptional differences between WT and SIRT^intKO^ mice became more pronounced than in the 6-hour timepoint (Figure 3*A*; Supplementary Table 1), although a core regenerative program was still shared, with downregulated pathways involving ketone metabolism and lipid catabolism and upregulated genes centered around wound healing, leukocyte migration, and angiogenesis (Figure 3*B*; Supplementary Table 1), SIRT^intKO^ livers displayed a broader set of unique DEGs (Figure 3*A*, *C–E*).

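Of the 4029 genes called in WT or SIRT intKO livers at 24 hours, 1765 (43.8%) were called in both in the same direction, 933 higher and 832 lower. These were 44.5% of the higher and 43.1% of the lower genes. Leaving out WT 24-hour replicate 1 lowered the share to 32.5%, and leaving out WT 24-hour replicate 4 raised it to 47.8%. Across genes, which are not independent replicates, the log2 fold changes of the genotypes at 24 hours correlated with a Pearson's r of 0.80. The interaction at 24 hours was called for 1 gene, *Gskip* (ENSMUSG00000044715), at a log2 fold change of 1.44 (edgeR adjusted p = 0.0107), and 1904 genes (12.7%) had an unadjusted p under 0.05. Without WT 24-hour replicate 2, 0 genes were called for the interaction and 2084 had an unadjusted p under 0.05, with *Gskip* at 1.36, and without SIRT intKO 24-hour replicate 5 it was called for 205 genes. DESeq2 called it for 98 genes. On voom values, the 84 genes of fatty acid, triacylglycerol and ketone body metabolism had a median log2 fold change of -0.34 in WT livers (20 higher and 64 lower, camera adjusted p = 0.00116) and of -0.12 in SIRT intKO livers (camera adjusted p = 0.0876) at 24 hours.

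**Figure D2:**
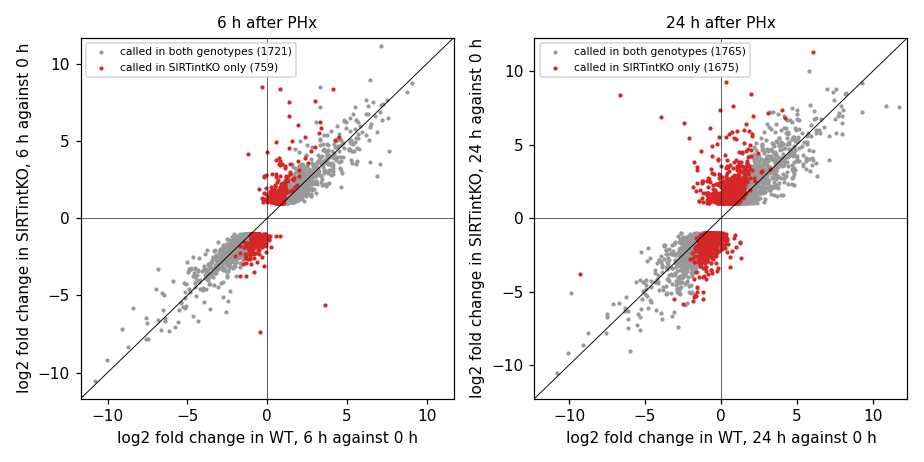
Log2 fold change of each gene at 24 hours against 0 hours in SIRT intKO livers (vertical axis) and in WT livers (horizontal axis). Gray points are the 1765 genes called in both genotypes in the same direction, red points the 1675 called in SIRT intKO livers and not in the same direction in WT livers, and the line marks equal changes. Of the red points, 1518 lie on the same side of 0 in both genotypes.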

**Figure 3:**
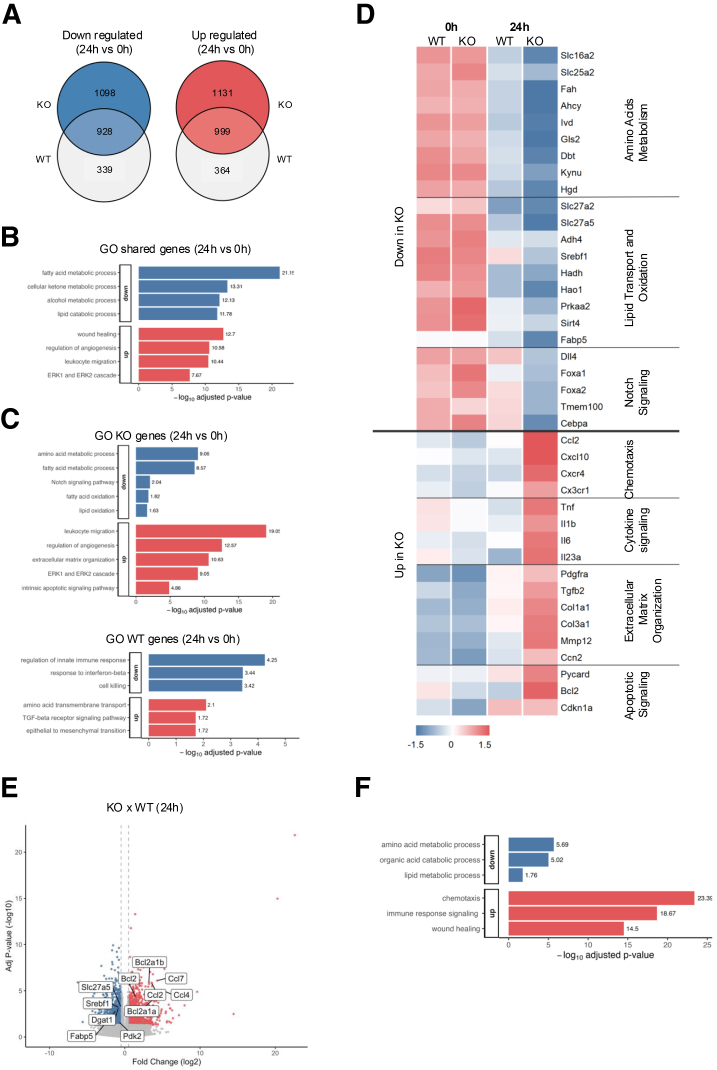
**Transcriptional profiling of livers from WT compared with intestinal-specific SIRT1 KO mice at 24 hours after PHx.** (*A*) Venn diagram showing DEGs shared or specific to WT (n = 5) and SIRT^intKO^ (n = 7) livers at 24 hours post-PHx. (*B*) GO enrichment analysis of shared DEGs from (*A*). (*C*) GO enrichment analysis of genotype-specific DEGs in WT and SIRT^intKO^ (up- and downregulated), performed as in (*B*). (*D*) Heatmap showing scaled expression (z-score) of selected genes from enriched GO terms in (*B*) and (*C*). (*E*) Volcano plot showing DEGs between SIRT^intKO^ and WT mice at 24 hours post-PHx. *Red*, genes upregulated in KO; *blue*, genes downregulated in KO; *gray*, not significant. (*F*) GO enrichment analysis of shared DEGs from (*E*). For transcriptomics, statistical differences were determined using DESeq2, *P*- and q-value cutoffs = .05 using Benjamini–Hochberg correction and |log_2_ fold change| > 1.

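*Gls2* (ENSMUSG00000044005) fell at 24 hours by a log2 fold change of -2.21 in SIRT intKO livers (SE 0.315, edgeR adjusted p = 1.49e-06) and of -0.98 in WT livers (SE 0.366, edgeR adjusted p = 0.0376), to 63.9 ± 37.3 CPM (SD, n = 7) and 159 ± 94.7 CPM (SD, n = 4). Its interaction was -1.23 (edgeR adjusted p = 0.266), and -1.57 with a call (edgeR adjusted p = 0.0444) without SIRT intKO 24-hour replicate 5. Compared directly, *Gls2* was called lower in SIRT intKO than in WT livers at -1.32 (SE 0.337, edgeR adjusted p = 0.0219), a call that was lost without WT 24-hour replicate 3 (-1.10) or 4 (-1.03), with glmTreat and when only the groups compared were fitted. *Kynu* (ENSMUSG00000026866) had log2 fold changes of -1.82 in SIRT intKO (edgeR adjusted p = 1.41e-05) and -0.97 in WT livers (edgeR adjusted p = 0.0341). For *Hadh* (ENSMUSG00000027984) they were -1.06 (edgeR adjusted p = 3.23e-05) and -0.86 (edgeR adjusted p = 0.00379), and the SIRT intKO call was lost at -0.99 without SIRT intKO 24-hour replicate 6. *Hao1* (ENSMUSG00000027261) had -1.80 (edgeR adjusted p = 6.96e-06) and -0.91 (edgeR adjusted p = 0.0342), *Slc27a2* (ENSMUSG00000027359) had -1.35 (edgeR adjusted p = 1.9e-05) and -0.95 (edgeR adjusted p = 0.00769), and *Slc27a5* (ENSMUSG00000030382) was called in SIRT intKO livers (edgeR adjusted p = 1.49e-09) and had -0.97 in WT livers (edgeR adjusted p = 4.41e-05). *Fabp5* (ENSMUSG00000027533) had -1.66 in SIRT intKO livers (edgeR adjusted p = 0.000214) and -0.55 in WT livers (edgeR adjusted p = 0.297), the latter -0.21 without WT 0-hour replicate 2. *Srebf1* had -1.39 (edgeR adjusted p = 2.26e-06) and -0.69 (edgeR adjusted p = 0.0258). The interaction of the other 7 genes was below 0 but not called, from -0.20 for *Hadh* (edgeR adjusted p = 0.801; 0.03 without WT 24-hour replicate 4) to -1.11 for *Fabp5* (edgeR adjusted p = 0.364). Without WT 24-hour replicate 4, *Gls2* (-1.27), *Kynu* (-1.26), *Slc27a2* (-1.22), *Hao1* (-1.21), *Hadh* (-1.10) and *Slc27a5* (-1.01) passed the fold-change threshold in WT livers as well. All 8 tested amino acid genes of the text and Figure 3*D* were called lower in SIRT intKO livers, with a median of -1.56. In WT livers all 8 were lower with a median of -0.89, 0 were called, 8 had an unadjusted p under 0.05, and 5 were called without WT 24-hour replicate 3. The interaction of these 8 was called for 0 over all genes, for 3 when adjusted over the list alone, and 5 had an unadjusted p under 0.05. All 9 lipid genes were called lower in SIRT intKO livers, with a median of -1.39, and were lower in WT livers with a median of -0.74, where 0 were called, 7 had an edgeR adjusted p under 0.05, and 5 were called without WT 24-hour replicate 3. The interaction was called for 0 of the 9, also when adjusted over the list alone, and 5 had an unadjusted p under 0.05. The paper chose these lists on these samples, so the counts adjusted over the list alone are not independent evidence. *Slc25a2* was below the filter on low counts.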

In SIRT^intKO^ mice, key genes involved in amino acid (*Gls2, Kynu*), fatty acid (*Hadh, Hao1, Slc27a2, Slc27a5, Fabp5*), and lipid metabolism (*Srebf1, Slc16a2*) were specifically downregulated at 24 hours after PHx (Figure 3*C* and *D*). The early stress and starvation response observed at 6 hours (Figure 2*C* and *D*) may underlie this impaired metabolic profile, suggesting that inadequate early adaptation compromises hepatic metabolic reactivation during regeneration. We also observed reduced expression of the transcription factor *Foxa2*. Foxa2 has been described to regulate BA homeostasis and ER stress in mice and to negatively regulate multidrug resistance protein (MDR) 1,^18^ the BA transporter whose expression we found increased in SIRT^intKO^ mice (Figure 2*E*).

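The Reactome set of chemokine receptors and their ligands, 33 genes, had a median log2 fold change at 24 hours of 1.37 in SIRT intKO livers (camera adjusted p = 0.135, fry adjusted p = 0.048) and of -0.44 in WT livers (camera adjusted p = 0.299) on voom values. The median of its interaction was 1.47 (camera adjusted p = 0.000184), which did not hold under fry (adjusted p = 0.0803) or with an estimated correlation (adjusted p = 0.244). Collagen formation, 47 genes, had a median of 0.72 in SIRT intKO livers (camera adjusted p = 0.0106, fry adjusted p = 0.00541, estimated correlation adjusted p = 0.426) and of 0.33 in WT livers (camera adjusted p = 0.0815). The 4 cytokine genes of Figure 3*D* (*Tnf*, *Il1b*, *Il6* and *Il23a*) were all called higher in SIRT intKO livers at 24 hours. In WT livers 0 were called and 1 had an unadjusted p under 0.05. The mean log2 CPM of these genes was 0.6389 in WT 0-hour replicate 2, against -1.409 to -0.5624 in the other WT livers at 0 hours. That liver lowers the WT changes and raises the interaction. Without SIRT intKO 0-hour replicate 4, 1 of the 4 was called in SIRT intKO livers, and 0 when only the groups compared were fitted. Their interaction was called for 0 genes over all genes tested and for 3 when adjusted over the list alone, with 3 at an unadjusted p under 0.05. Of the sets that camera called at 24 hours, 20 in WT and 22 in SIRT intKO livers, 19 and 22 held under fry, and 1 and 0 with an estimated correlation.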

Specific upregulated genes in SIRT^intKO^ mice were enriched in proinflammatory and tissue damage-associated pathways (Figure 3*C* and *D*). Notably, leukocyte migration and chemotaxis involved several chemokines (*Ccl2, Cxcl10, Ccl3, Ccl4, Ccl6, Ccl7, Ccl11, Ccl12*) and their receptors (*Cxcr2, Cxcr4, Cx3cr1*), indicative of robust recruitment of immune cells in SIRT^intKO^ mice (Figure 3*C* and *D*; Supplementary Table 1). 

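Of the 11 chemokine and chemokine receptor genes, 10 passed the filter (*Ccl2*, *Ccl3*, *Ccl4*, *Ccl6*, *Ccl7*, *Ccl11*, *Cxcl10*, *Cxcr2*, *Cxcr4* and *Cx3cr1*), and *Ccl12* did not. In SIRT intKO livers at 24 hours all 10 were called higher, from 1.34 for *Cx3cr1* (edgeR adjusted p = 0.028) to 5.51 for *Ccl2*, with a median log2 fold change of 3.32. The call of *Cx3cr1* was lost in 5 of the fits that each left out 1 library, among them the fit without SIRT intKO 24-hour replicate 6. With glmTreat 8 were called, 7 when only the groups compared were fitted, and 1 among genes with at least 10 counts in every library. In WT livers 6 were higher and 4 lower, from -1.61 for *Ccl4* to 3.24 for *Ccl11* (edgeR adjusted p = 0.0915). Of these 0 were called and 2 had an unadjusted p under 0.05, while 3 were called without WT 24-hour replicate 4. The mean log2 CPM of the list was 0.7326 in WT 0-hour replicate 2, against -1.055 to -0.6614 in the other WT livers at 0 hours. That liver lowers the WT changes from 0 hours and raises the interaction. The interaction at 24 hours was called for 0 of the 10 over all genes tested and for 7 when adjusted over the list alone, with 7 at an unadjusted p under 0.05. DESeq2 called it for 5, as did edgeR without SIRT intKO 24-hour replicate 5. Between SIRT intKO and WT livers at 24 hours, all 10 were higher and 6 were called, with a median of 3.06 and a range from 0.62 (*Cx3cr1*, edgeR adjusted p = 0.518) to 4.70 (*Ccl4*, edgeR adjusted p = 0.0147). When adjusted over the list alone 9 were called, and 0 with glmTreat or when only the groups compared were fitted. *Ccl2* (ENSMUSG00000035385) was 5.84, 1.14, 1.05 and 0.946 CPM in the 4 WT livers and 13.9, 103, 12.1, 29.2, 1.88, 20.9 and 6.97 CPM in the 7 SIRT intKO livers, a log2 fold change of 3.59 (SE 0.815, edgeR adjusted p = 0.0132) that was 2.65 without SIRT intKO 24-hour replicate 2. Without that library, 4 of the 10 were called, and *Ccl6*, at 1.85 (edgeR adjusted p = 0.0268) with all livers, was not.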

Genes involved in extracellular matrix organization, including collagens (*Col1a1, Col1a2, Col3a1, Col4a2, Col5a1, Col5a2*), *Mmp12, Pdgfra, Loxl1*, and matricellular proteins (*Ccn1, Ccn2, Adamts2, Adamts9*), were strongly upregulated in SIRT^intKO^ mice, reflecting ongoing tissue remodeling (Figure 3*C* and *D*; Supplementary Table 1). Additionally, genes relevant to intrinsic apoptotic regulators such as *Bcl2* and *Pycard* (ASC) were upregulated in SIRT^intKO^ mice. 

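All 14 matrix genes were called higher in SIRT intKO livers at 24 hours, from 1.12 for *Col5a1* to 4.17 for *Mmp12*, with a median log2 fold change of 1.63. The count fell to 11 without SIRT intKO 24-hour replicate 7, where *Col5a1* was at 0.81. In WT livers all 14 were higher, from 0.24 for *Adamts2* to 1.75 for *Mmp12*, 0 were called and 5 had an unadjusted p under 0.05, while 3 were called without WT 24-hour replicate 1, with *Mmp12* at 2.15. The interaction of the 14 was called for 0, also when adjusted over the list alone, and 6 had an unadjusted p under 0.05, with a smallest edgeR adjusted p of 0.236. Between SIRT intKO and WT livers at 24 hours all 14 were higher in SIRT intKO livers, from 0.33 for *Pdgfra* upward. *Mmp12* (ENSMUSG00000049723), at 2.04 ± 2.11 CPM (SD, n = 7) against 0.468 ± 0.532 CPM (SD, n = 4), was called at 2.10 (SE 0.640, edgeR adjusted p = 0.0465). That call was lost in 18 of the fits that each left out 1 library, for example at 1.42 without SIRT intKO 24-hour replicate 6. Adjusted over the list alone, 2 of the 14 were called, and 7 had an unadjusted p under 0.05.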

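*Bcl2* (ENSMUSG00000057329) rose from 0.965 ± 0.357 CPM (SD, n = 6) to 2.43 ± 0.848 CPM (SD, n = 7) in SIRT intKO livers at 24 hours, a log2 fold change of 1.33 (SE 0.321, edgeR adjusted p = 0.00102). In WT livers it was 1.35 ± 0.340 CPM (SD, n = 6) and 0.9 ± 0.377 CPM (SD, n = 4), a log2 fold change of -0.58 (SE 0.377, edgeR adjusted p = 0.242). The interaction was 1.90 (edgeR adjusted p = 0.122), called at 2.00 without SIRT intKO 24-hour replicate 5 and by DESeq2 at 1.92 (DESeq2 adjusted p = 0.0202). Between genotypes at 24 hours, *Bcl2* was called at 1.43 (SE 0.370, edgeR adjusted p = 0.0223), and this call was lost without WT 24-hour replicate 2 (1.21) or 4 (1.37), with glmTreat and when only the groups compared were fitted. *Pycard* (ENSMUSG00000030793) had log2 fold changes of 0.99 in SIRT intKO livers (SE 0.352, edgeR adjusted p = 0.0196), under the fold-change threshold, and of 0.30 in WT livers (edgeR adjusted p = 0.592). DESeq2 called *Pycard* in SIRT intKO livers at 1.00 (DESeq2 adjusted p = 0.0146), as did 7 of the edgeR fits that each left out 1 library, for example at 1.20 without SIRT intKO 0-hour replicate 5. Its interaction was 0.69 (edgeR adjusted p = 0.609), and it differed between genotypes at 24 hours by 0.72 (edgeR adjusted p = 0.263).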

Interestingly, *Cdkn1a* (p21) was also increased in SIRT^intKO^ compared with WT mice, pointing to an increased senescence in KO animals at 24 hours after PHx (Figure 3*C* and *D*).

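*Cdkn1a* (ENSMUSG00000023067) was 120 ± 35.0 CPM (SD, n = 7) in SIRT intKO and 126 ± 64.0 CPM (SD, n = 4) in WT livers at 24 hours, a log2 fold change between genotypes of -0.06 (SE 0.345, edgeR adjusted p = 0.934). Leaving out WT 24-hour replicate 2 reversed its sign, to 0.32. Against 0 hours, *Cdkn1a* rose by 1.05 in SIRT intKO livers (SE 0.314, edgeR adjusted p = 0.00648) and by 0.65 in WT livers (SE 0.353, edgeR adjusted p = 0.152), the latter 0.27 without WT 24-hour replicate 2. The SIRT intKO call was lost without SIRT intKO 0-hour replicate 4 (0.88) or 6 and without SIRT intKO 24-hour replicate 4 or 7. The interaction was 0.39 (edgeR adjusted p = 0.759).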

In WT livers, the upregulation of amino acid metabolism was accompanied by activation of transforming growth factor-β and epithelial to mesenchymal-related pathways (Figure 3*C*), supporting a coordinated metabolic and remodeling response that may align with a proper tissue repair. In contrast, SIRT^intKO^ livers failed to activate these programs and instead showed sustained proinflammatory and damage-associated gene expression.

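The Reactome set of amino acid metabolism, 169 genes, had a median log2 fold change at 24 hours of -0.25 in WT livers, with 54 genes higher and 115 lower (camera adjusted p = 0.000415, fry adjusted p = 0.00127, estimated correlation adjusted p = 0.403). The set of amino acid transport across the plasma membrane, 21 genes, had a median of 0.41 in WT livers (camera adjusted p = 0.299). That of signaling by the transforming growth factor-β receptor complex, 67 genes, had a median of 0.14 in WT livers, with 44 genes higher and 23 lower (camera adjusted p = 0.0453, fry adjusted p = 0.0123, estimated correlation adjusted p = 0.417). These sets were tested as wholes, while the paper's GO terms came from the genes called in a single genotype.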

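In SIRT intKO livers at 24 hours, the amino acid metabolism set had a median log2 fold change of -0.21, with 75 genes higher and 94 lower (camera adjusted p = 0.00482, fry adjusted p = 0.000182). Amino acid transport had a median of 0.43 (camera adjusted p = 0.425), and the transforming growth factor-β receptor complex set one of 0.11, with 47 genes higher and 20 lower (camera adjusted p = 0.0417, fry adjusted p = 0.000736).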

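Between SIRT intKO and WT livers at 24 hours, 402 of the 14980 genes were called, 207 higher and 195 lower in SIRT intKO livers. Without the fold-change threshold 870 genes passed, and 3506 (23.4%) had an unadjusted p under 0.05. The expression ranges of the 7 SIRT intKO and 4 WT livers did not overlap for 71 of the called genes. They did not overlap for 295 of all genes tested (1.97%), where chance gives 0.606%. When only these 11 livers were fitted, 0 of 13974 genes were called, 1830 had an unadjusted p under 0.05 and the smallest edgeR adjusted p was 0.256. With glmTreat 0 genes were called, with DESeq2 563. The count was 232 without SIRT intKO 24-hour replicate 2 and 815 without SIRT intKO 24-hour replicate 5.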

To further characterize the metabolic alterations in SIRT^intKO^ livers at 24 hours after PHx, we directly compared WT and KO transcriptomes at this timepoint. This analysis revealed significant enrichment of pathways related to lipid, fatty acid, amino acid, and energy metabolism, including fatty acid oxidation, organic acid catabolic and biosynthetic processes, and generation of precursor metabolites and energy. 

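With camera, 19 of the 44 sets and lists differed between SIRT intKO and WT livers at 24 hours, 14 higher and 5 lower in SIRT intKO livers, of which 16 held under fry and 0 with an estimated correlation. The Reactome sets of metabolism were not among them. Amino acid metabolism had a median log2 fold change of -0.02, with 84 genes higher and 85 lower (camera adjusted p = 0.817), and fatty acid, triacylglycerol and ketone body metabolism one of 0.12, with 52 genes higher and 32 lower (camera adjusted p = 0.101). The 8 amino acid genes that the paper names at 24 hours were all lower, with a median of -0.60 on voom values (camera adjusted p = 3.19e-05, fry adjusted p = 0.0113, estimated correlation adjusted p = 0.201). Of these, 1 was called over all genes, 4 had an edgeR adjusted p under 0.05, and 8 when adjusted over the list alone. The 9 lipid genes were all lower as well, with a median of -0.30 (camera adjusted p = 0.00452, fry adjusted p = 0.0263, estimated correlation adjusted p = 0.22), 1 of them called, 3 with an edgeR adjusted p under 0.05 and 3 when adjusted over the list alone.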

Among the most significantly upregulated genes in WT compared with KO were *Dgat1* (triglyceride synthesis), *Slc27a5* (fatty acid transport), *Srebf1* (lipogenesis), *Star* (cholesterol trafficking), and *Fabp5* (fatty acid binding) (Figure 3*E* and *F*; Supplementary Table 1. These findings indicate that WT livers engage robust metabolic reprogramming at 24 hours to support regeneration, whereas this response is blunted in SIRT^intKO^ mice.

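*Dgat1* (ENSMUSG00000022555) was 23.7, 77.5, 18.1 and 16.1 CPM in the 4 WT livers and 18.6 ± 2.31 CPM (SD, n = 7) in SIRT intKO livers at 24 hours, a log2 fold change of SIRT intKO against WT of -0.86 (SE 0.238, edgeR adjusted p = 0.0295). It became -0.05 without WT 24-hour replicate 2 and passed the fold-change threshold without WT 24-hour replicate 1 (-1.03), 3 (-1.11) or 4 (-1.10). *Slc27a5* was 232 ± 63.4 CPM (SD, n = 7) in SIRT intKO and 334 ± 51.4 CPM (SD, n = 4) in WT livers, a log2 fold change of -0.53 (SE 0.149, edgeR adjusted p = 0.0336). *Srebf1* was 35.1 ± 10.1 and 61.0 ± 15.1 CPM, a log2 fold change of -0.80 (SE 0.223, edgeR adjusted p = 0.0316). *Star* (ENSMUSG00000031574) was 0.743 ± 0.194 and 1.46 ± 0.432 CPM, a log2 fold change of -0.95 (SE 0.288, edgeR adjusted p = 0.0454), which passed the fold-change threshold without WT 24-hour replicate 3 (-1.09) and in 3 other such fits. *Fabp5* was 18.0 ± 5.08 and 41.8 ± 7.19 CPM, the only one of the 5 called, at -1.22 (SE 0.374, edgeR adjusted p = 0.0483). That call was lost under 20 alternatives, for example at -1.12 without SIRT intKO 24-hour replicate 1. Of the 12 genes that the text and Figure 3*E* name in this comparison, 7 were called, 11 had an edgeR adjusted p under 0.05, and 12 when adjusted over the list alone.

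**Figure D3:**
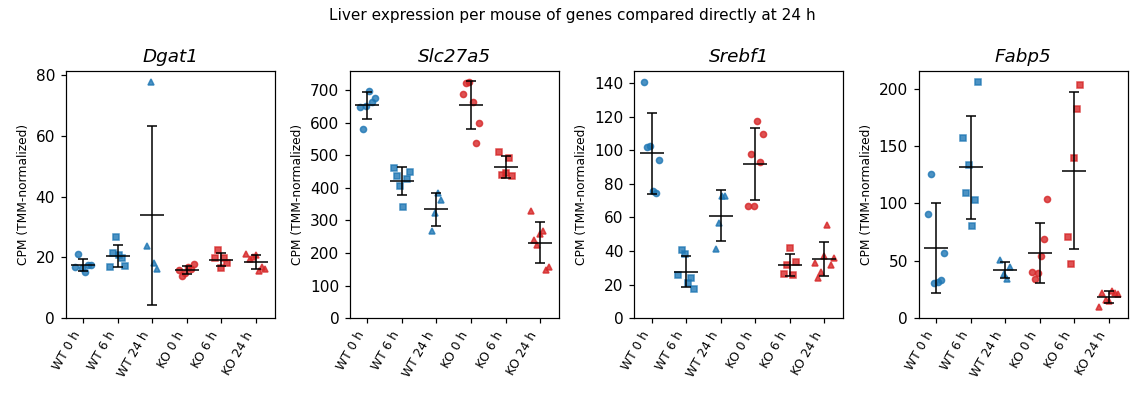
*Dgat1*, *Slc27a5*, *Srebf1* and *Fabp5* in WT and SIRT intKO livers at 24 hours after PHx, in TMM-normalized CPM on the vertical axis. Each point is 1 liver, and the lines give the mean and SD of the group. WT 24-hour replicate 2, at 77.5 CPM, stands apart from the other 3 WT livers for *Dgat1*, while the WT livers lie between 34.3 and 50.6 CPM and the SIRT intKO livers between 9.21 and 23.1 CPM for *Fabp5*.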

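An exact permutation test of the mean log2 CPM of each list over the 330 splits of the 11 livers at 24 hours, two-sided, gave a difference of SIRT intKO from WT livers of -0.70 for the 8 amino acid genes (p = 0.0697) and of -0.45 for the 9 lipid genes (p = 0.136). Among the 30 lists tested this way, 11 had an unadjusted p under 0.05 and the smallest adjusted p was 0.104. A single list at the smallest possible p would have 0.0909, so lists could be called only together. The paper chose its 16 lists on these samples. Among the 14 others, 2 had an unadjusted p under 0.05, and 54 of the 330 splits gave as many. Over all 30 lists, 9 of the 330 splits gave as many as the 11. Over the paper's 16, of which 9 had such a p, 5 of the 330 splits did. For the amino acid genes, 3 of the 7 SIRT intKO livers lay below all WT livers, and for the lipid genes 0 did.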

Together, these results suggest that, although initial regenerative cues are broadly conserved, intestinal SIRT1 regulates the reactivation of hepatic metabolism, essential for providing the energy required to support hepatocyte proliferation during liver regeneration. 

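A list of 17 cell cycle genes, not taken from the paper, had a median log2 fold change at 24 hours of 0.13 in WT (camera adjusted p = 0.862) and 0.26 in SIRT intKO livers (camera adjusted p = 0.521). It differed by 0.18 between SIRT intKO and WT livers (camera adjusted p = 0.326), and the exact permutation test of its mean gave a difference of 0.20 (p = 0.364). Its most abundant gene, *Ccnd1*, was 45.4 CPM in WT and 116 CPM in SIRT intKO livers at 24 hours, and the next, *Pcna*, 22.3 and 25.3 CPM. The paper reports less cyclin D1 protein in SIRT intKO livers, which transcripts do not measure. The Reactome Cell Cycle set differed by 0.05 (camera adjusted p = 0.31) and S Phase by 0.13 (camera adjusted p = 0.0131), a call that did not hold under fry (adjusted p = 0.119). The paper reports fewer BrdU- and p-histone H3-positive hepatocytes at time points after 24 hours, so these transcripts at 24 hours do not test that result. From the genes shared by both genotypes, the metabolic genes called lower in SIRT intKO livers alone and the comparison of the genotypes at 24 hours, the paper proposes that initial cues of regeneration are kept while intestinal SIRT1 controls the return of hepatic metabolism that proliferation needs.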

In the absence of intestinal SIRT1, the liver remains locked in a proinflammatory state, likely responding to the extensive parenchymal damage associated with increased BA-induced hepatotoxicity, overall failing to initiate proper tissue recovery.

### Intestinal Sirtuin 1 Deletion Leads to Increased Hepatocyte Senescence and Progenitor Cells Proliferation After Partial Hepatectomy

Restoration of liver mass is achieved by day 7 to 10 after PHx in mice.^1^ Interestingly, despite impaired hepatocyte replication, evidenced by lower proliferation and mitosis (Figure 1), liver mass was restored in SIRT^intKO^ mice at comparable levels than in WT littermates at 10 days after PHx (Figure 4*A*), pointing to the overall successful regeneration of the liver in mice lacking intestinal SIRT1.

**Figure 4:**
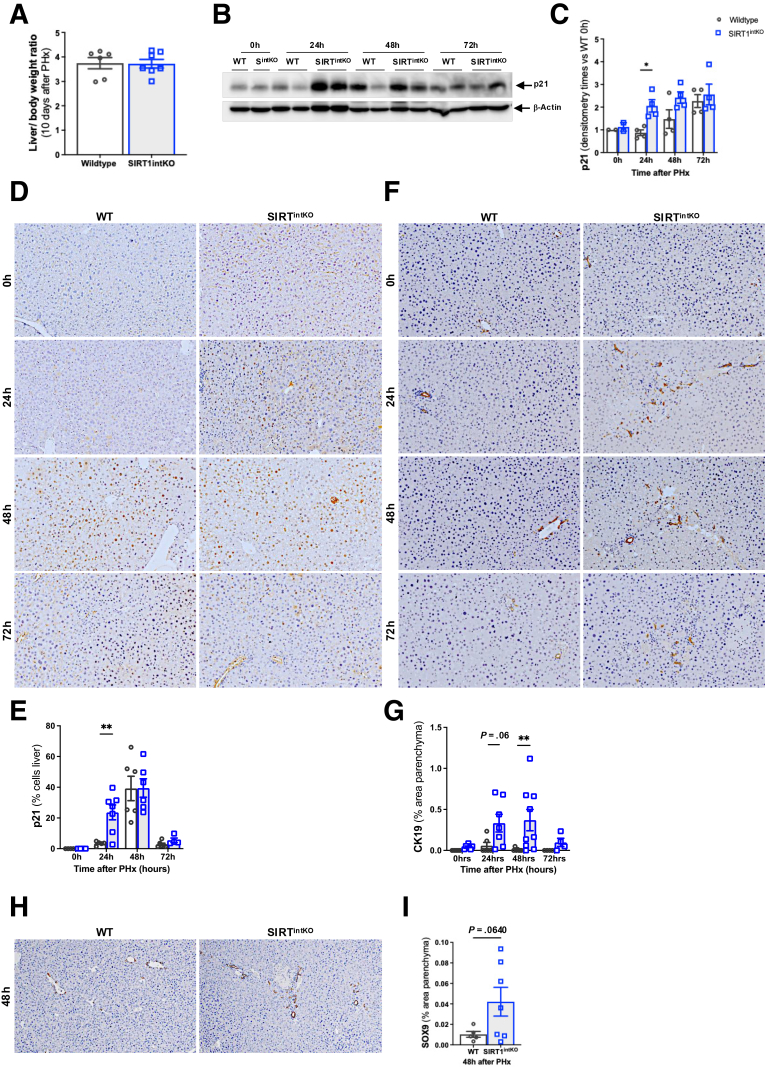
**Restoration of liver mass in intestinal-specific SIRT1 KO mice is associated with early senescence and oval cell activation after PHx.** (*A*) Liver weight/body weight ratio in WT vs SIRT^intKO^ mice at 10 days after PHx. (*B*) Western blot analysis of liver tissue samples showing p21 expression in SIRT^intKO^ and WT mice at 0, 24, 48, and 72 hours after PHx and (*C*) densitometry of p21 protein levels across the indicated time points. (*D*) IHC showing p21-positive hepatocytes and (*E*) further quantification showing the percentage of p21-positive cells ppf. (*F*) IHC showing positive CK19 staining in cells and (*G*) quantification of the percentage of CK19-positive area within the parenchyma (but not in bile duct areas) at 0, 24, 48, and 72 hours after PHx in WT vs SIRT^intKO^ mice. (*H*) IHC showing positive SOX9 staining within the parenchyma and (*I*) quantification of the percentage of SOX9 positive per area at 48 hours after PHx in WT vs SIRT^intKO^ mice. Analyses were done from n = 5–9 mice. Representative images are shown from 10× magnification. Values are mean ± standard error of the mean. Statistical differences were determined using 2-way analysis of variance with Holm–Sidak correction. ∗*P* < .05, ∗∗*P* < .01.

Senescence is a cellular response to stress and damage leading to cell-cycle arrest, driven by the expression of p21 (*Cdkn1a*) a well-accepted marker of senescence.^19^ During liver regeneration, hepatocyte senescence is activated at later phases of the cell cycle as an essential part of the termination phase, to halt hepatocyte proliferation and avoiding liver overgrowth, with p21 expression reaching its maximum at 48 hours.^20^

Accordingly, with the reduced hepatocyte proliferation we observed in SIRT^intKO^ mice and following our results from transcriptional analyses, showing upregulation of p21 expression (Figure 3*D*), we found a significant increase in p21 protein expression in livers from SIRT^intKO^ mice compared with WT mice at 24 hours after PHx by immunoblotting and further densitometry (Figure 4*B* and *C*). p21 protein levels were further increased in WT mice at 48 hours after PHx and remained elevated in SIRT^intKO^ mice. These results were confirmed by immunohistochemistry (IHC) using an anti-p21 antibody in liver tissue sections that showed a significant increase in the percentage of p21-positive hepatocytes in SIRT^intKO^ mice compared with WT mice at 24 hours after PHx (Figure 4*D* and *E*). The protein expression and number of p21-positive hepatocytes remained elevated at 48 hours in livers from SIRT^intKO^ mice, then decreased at 72 hours after surgery (Figure 4*B–E*). In WT mice, the presence of p21-positive hepatocytes was not detected at 24 hours but reached its expected peak at 48 hours after PHx, then was reduced at 72 hours after surgery (Figure 4*B–E*).

When hepatocyte proliferation is impaired, liver regeneration can occur from the proliferation and differentiation of progenitor cells,^21^ precursors of liver progenitor oval cells that express biliary markers,^22^ including cytokeratin 19 (CK19), as described by Roskams et al.^23^ To determine whether restoration of liver mass in SIRT^intKO^ mice involved oval cell activation, we performed IHC analysis of CK19 expression on liver sections. Accordingly, we found the significant presence of CK19-positive cells, with a morphology concordant with oval cells, throughout the parenchyma of SIRT^intKO^ mice at 24 and 48 hours after PHx compared with their WT littermates, where CK19-positive cells were almost not detected in the parenchyma but were restricted to the bile duct areas (Figure 4*F* and *G*). These observations were confirmed by immunostaining of liver sections using SRY-box transcription factor 9 (SOX9), a marker for pluripotent stem cells. We detected increased presence of SOX9-positive cells within the liver parenchyma of SIRT^intKO^ mice at 48 hours after PHx, whereas SOX9-positive staining remained restricted to the bile ducts in WT liver samples (Figure 4*H* and *I*).

Together, these results support that the intestinal deletion of SIRT1 leads to increased early senescence of hepatocytes and activation of the hepatic progenitor cell compartment as a compensatory response to regenerate the liver mass after PHx in SIRT^intKO^ mice.

### Intestinal Sirtuin 1 Deletion Leads to Bile Acid Accumulation in the Liver During Regeneration, Which Positively Associates With Increased Liver Damage After Partial Hepatectomy

Next, we aimed to better understand the mechanism mediating the detrimental impact of intestinal SIRT1 deletion during liver regeneration.

Although BAs are essential for liver regeneration,^2^ an excess of BAs in the liver is toxic, causing hepatocellular death.^24^ Our results showed a tendency for increased total BA accumulation in the livers of SIRT^intKO^ mice compared with WT mice at 6 and 24 hours after PHx, although this did not reach statistical significance. At later timepoints, BA levels decreased both in WT and SIRT^intKO^ mice (Figure 5*A*). Still, we detected a significantly higher presence of cholic acid (CA), α-muricholic acid (MCA), β-MCA, taurocholic acid, and glycocholic acid (GCA) in SIRT^intKO^ mice at 24 hours after PHx (Figure 5*A*). These results supported the accumulation of BAs as probable mediators of the profuse liver injury, including wide areas of necrosis, we observed in SIRT^intKO^ mice at 24 hours after PHx (Figure 1*A* and *B*).

**Figure 5:**
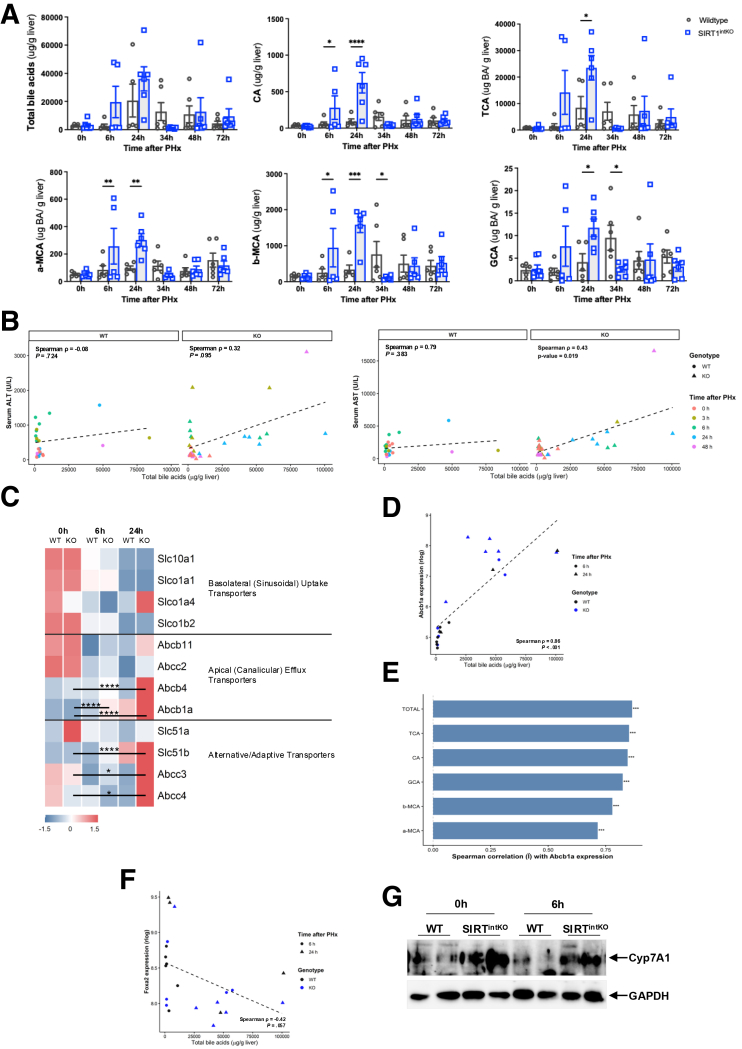
**Intestinal-specific SIRT1 deletion leads to reduced FXR-FGF15-FGFR4 activation after PHx.** (*A*) Quantification of the total liver BA pool and specific BA species by liquid chromatography-mass spectrometry. (*B*) Correlations between total BA (μg/g liver) and ALT (*left panels*; U/L) or AST (*right panels*; U/L), stratified by genotype. (*C*) Heatmap showing scaled expression (z-score) of BA transporters. Differential expression was assessed within each genotype. Genes similarly regulated in both genotypes were not highlighted. (*D*) Correlation between hepatic *Abcb1a* expression and total BA (μg/g liver). (*E*) Correlation between hepatic *Abcb1a* expression and individual measured BAs. (*F*) Correlation between hepatic *Foxa2* expression and total BA (μg/g liver). (*G*) Western blot analysis of liver tissue samples showing differential CYP7A1 expression in WT vs SIRT^intKO^ mice at 6 hours after PHx. Analyses were done from n = 4–9 mice. Values are mean ± standard error of the mean. Statistical differences were determined using 2-way analysis of variance with Holm–Sidak correction. Correlations were assessed using Spearman’s rank correlation. *P* < .05, ∗∗*P* < .01, ∗∗∗*P* <.001, ∗∗∗∗*P* < .001 (WT vs SIRT^intKO^ after PHx). For transcriptomics, statistical differences were determined using DESeq2. CA, cholic acid; TCA, taurocholic acid.

To confirm this, we analyzed correlations between total liver BAs and serum ALT and AST levels. In SIRT^intKO^ mice, total BAs showed a borderline positive association with ALT (*P* = .092; rho = 0.32) and a significant positive correlation with AST (*P* = .019; rho = 0.43). In contrast, WT mice showed no significant correlation between BAs and either transaminase (Figure 5*B*). These findings suggest that the relationship between increased BA levels and liver injury markers is more prominent in the context of intestinal SIRT1 deletion.

Accumulation of BAs in the liver may result from disruption of BA transport, including alterations in influx and efflux pathways. 

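Uptake transporters were read from the same 34 libraries. *Slc10a1* (ENSMUSG00000021135) fell in WT livers by a log2 fold change of -0.89 at 6 hours (SE 0.279, edgeR adjusted p = 0.0125) and of -1.55 at 24 hours (SE 0.327, edgeR adjusted p = 0.000612). In SIRT intKO livers it fell by -1.12 (SE 0.297, edgeR adjusted p = 0.00356) and -1.76 (SE 0.271, edgeR adjusted p = 4.84e-06). *Slco1a1* (ENSMUSG00000041698) fell by -3.24 (edgeR adjusted p = 0.00117) in WT and -3.87 (edgeR adjusted p = 5.21e-06) in SIRT intKO livers at 24 hours. At 6 hours its values were -1.43 (edgeR adjusted p = 0.0501) and -1.53 (edgeR adjusted p = 0.0497). The SIRT intKO call at 6 hours was lost in 19 of the fits that each left out 1 library, and 12 such fits called it in WT livers. *Slco1b2* (ENSMUSG00000030236) fell at 6 hours by -1.21 in WT (edgeR adjusted p = 0.0431) and -1.32 in SIRT intKO livers (edgeR adjusted p = 0.0388), and at 24 hours by -1.65 (edgeR adjusted p = 0.0217) and -2.04 (edgeR adjusted p = 0.000529). The WT call at 24 hours was lost without WT 24-hour replicate 1 (-1.38) or 2 (-1.25), and those at 6 hours in 8 and 7 fits, for example at -1.12 without WT 6-hour replicate 2 and at -1.26 without SIRT intKO 6-hour replicate 5. *Slco1a4* (ENSMUSG00000030237) was called in neither genotype at either time, at -0.63 (edgeR adjusted p = 0.257) and -0.92 (edgeR adjusted p = 0.145) in WT and at -0.58 (edgeR adjusted p = 0.325) and 0.94 (edgeR adjusted p = 0.0593) in SIRT intKO livers. It was called in SIRT intKO livers at -1.42 without SIRT intKO 6-hour replicate 1 and at 1.19 without SIRT intKO 0-hour replicate 1. Members of the *Slco1a* family resemble each other, so their counts are uncertain where reads could have been split among them. Between the genotypes, 0 of the 4 were called at 6 hours, where 0 had an unadjusted p under 0.05 and the smallest edgeR adjusted p was 0.814, and 0 at 24 hours, where 1 had an unadjusted p under 0.05, *Slco1a4* at 1.20 (edgeR adjusted p = 0.128). The interaction at 24 hours was called for 0, with *Slco1a4* at 1.87 (edgeR adjusted p = 0.228).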

Analysis of our RNA-seq data at basal conditions (0 hours) and at 6 hours and 24 hours after PHx revealed no significant differences in the expression of basolateral (sinusoidal) BA uptake transporters across timepoints in either genotype (Figure 5*C*). Similarly, the expression of the canalicular transporter *Abcb11* (bile salt export pump) was not significantly altered in SIRT^intKO^ mice. In contrast, the expression of several apical (canalicular) efflux transporters and alternative/adaptive BA transporters increased over time, specifically in SIRT^intKO^ mice following PHx. 

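*Abcb11* (ENSMUSG00000027048) was 488 ± 19.2 CPM (SD, n = 6) at 0 hours, 264 ± 102 CPM (SD, n = 5) at 6 hours and 383 ± 114 CPM (SD, n = 7) at 24 hours in SIRT intKO livers. Its log2 fold changes were -0.89 at 6 hours (SE 0.261, edgeR adjusted p = 0.00757), under the fold-change threshold, and -0.35 at 24 hours (SE 0.235, edgeR adjusted p = 0.217). It passed the threshold at 6 hours without SIRT intKO 6-hour replicate 3 (-1.14). In WT livers it was 458 ± 15.9 CPM (SD, n = 6), 184 ± 34.0 CPM (SD, n = 6) and 274 ± 154 CPM (SD, n = 4), with log2 fold changes of -1.32 at 6 hours (SE 0.249, edgeR adjusted p = 0.00011) and -0.74 at 24 hours (SE 0.280, edgeR adjusted p = 0.0393). Between SIRT intKO and WT livers it differed by 0.52 at 6 hours (edgeR adjusted p = 0.764) and by 0.48 at 24 hours (edgeR adjusted p = 0.281), and the interaction at 24 hours was 0.39 (edgeR adjusted p = 0.677).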

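As lists, the 4 canalicular efflux transporters of Figure 5*C* differed between SIRT intKO and WT livers at 24 hours by a median log2 fold change of 1.09 (camera adjusted p = 0.0015), and the 3 tested adaptive ones by 1.68 (camera adjusted p = 0.00879). *Slc51a* was below the filter on low counts. The exact permutation test of their mean log2 CPM gave differences of 1.16 (p = 0.00606) and 1.39 (p = 0.0242), each with an adjusted p of 0.104, where a list alone at the smallest possible p would have 0.0909, and 6 of the 7 SIRT intKO livers lay above all WT livers for both lists. For the difference in response at 24 hours, camera gave medians of 1.02 and 1.76. The response of the adaptive list held under fry (adjusted p = 0.0201), and 0 lists held with an estimated correlation. *Abcc2* (ENSMUSG00000025194) fell at 24 hours by -1.12 in WT livers (edgeR adjusted p = 0.00258; -0.82 without WT 24-hour replicate 2) and by -0.66 in SIRT intKO livers (edgeR adjusted p = 0.0179).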

Notably, *Abcb4* (MDR2), *Abcb1a* (MDR1), *Slc51b* (organic solute transporter β), *Abcc3* (multidrug resistance-associated protein [MRP]3), and *Abcc4* (MRP4) showed increased expression across timepoints in SIRT^intKO^ mice, whereas no significant changes were observed in WT mice. 

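*Abcb4* (ENSMUSG00000042476) was 434 ± 238 CPM (SD, n = 7) in SIRT intKO and 152 ± 71.9 CPM (SD, n = 4) in WT livers at 24 hours, a log2 fold change between genotypes of 1.52 (SE 0.353, edgeR adjusted p = 0.0146). Against 0 hours it rose by 1.42 in SIRT intKO livers (SE 0.303, edgeR adjusted p = 0.000289) and by 0.02 in WT livers (edgeR adjusted p = 0.976), a value whose sign changed with upper-quartile scaling and in 3 of the fits that each left out 1 library. Its interaction at 24 hours was 1.41 (edgeR adjusted p = 0.211), and at 6 hours its log2 fold changes were 0.36 (edgeR adjusted p = 0.394) and 0.14 (edgeR adjusted p = 0.745). *Abcb1a* (ENSMUSG00000040584) rose at 24 hours by 5.26 in SIRT intKO livers (SE 0.702, edgeR adjusted p = 6.09e-07) and by 3.61 in WT livers (SE 0.698, edgeR adjusted p = 0.000235; 2.78 without WT 24-hour replicate 1). Its interaction was 1.64 (edgeR adjusted p = 0.487), and it differed between genotypes by 1.25 (edgeR adjusted p = 0.222). *Slc51b* (ENSMUSG00000053862) rose by 5.55 in SIRT intKO livers (SE 0.947, edgeR adjusted p = 1.9e-05) and by 5.07 in WT livers (SE 0.976, edgeR adjusted p = 0.000225), where the 4 WT livers had 30.8, 67.9, 1.62 and 1.59 CPM. Its interaction was 0.48 (edgeR adjusted p = 0.903), with a change of sign to -0.04 in the lowest of the fits that each left out 1 library, and it differed between genotypes by 0.61 (edgeR adjusted p = 0.686). At 6 hours *Slc51b* was called in SIRT intKO livers at 2.76 (edgeR adjusted p = 0.021), which was lost without SIRT intKO 6-hour replicate 3 (1.93) or 2 (2.32), and had -0.18 in WT livers (edgeR adjusted p = 0.914), with an interaction of 2.94 (edgeR adjusted p = 1). *Abcc3* (ENSMUSG00000020865) was 175 ± 79.8 CPM (SD, n = 7) in SIRT intKO and 63.9 ± 52.5 CPM (SD, n = 4) in WT livers at 24 hours, called between genotypes at 1.46 (SE 0.403, edgeR adjusted p = 0.03), a call lost without WT 24-hour replicate 2 (1.14), among others. Against 0 hours it changed by 0.95 in SIRT intKO livers (SE 0.342, edgeR adjusted p = 0.0217), under the fold-change threshold, which it passed at 1.09 without SIRT intKO 24-hour replicate 5, and by -0.73 in WT livers (edgeR adjusted p = 0.156; -1.45 without WT 24-hour replicate 1). The interaction of 1.68 (edgeR adjusted p = 0.194) was called without WT 24-hour replicate 1 (2.37) or SIRT intKO 24-hour replicate 5 (1.83). At 6 hours it was called lower in WT livers at -1.04 (edgeR adjusted p = 0.0203), a call lost without WT 0-hour replicate 3 (-0.95), among others, against -0.36 in SIRT intKO livers (edgeR adjusted p = 0.467). *Abcc4* (ENSMUSG00000032849) changed at 24 hours by 0.73 in SIRT intKO (edgeR adjusted p = 0.0569) and -0.48 in WT livers (edgeR adjusted p = 0.336), with an interaction of 1.22 (edgeR adjusted p = 0.3) and a difference between genotypes of 0.93 (edgeR adjusted p = 0.123).

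**Figure D4:**
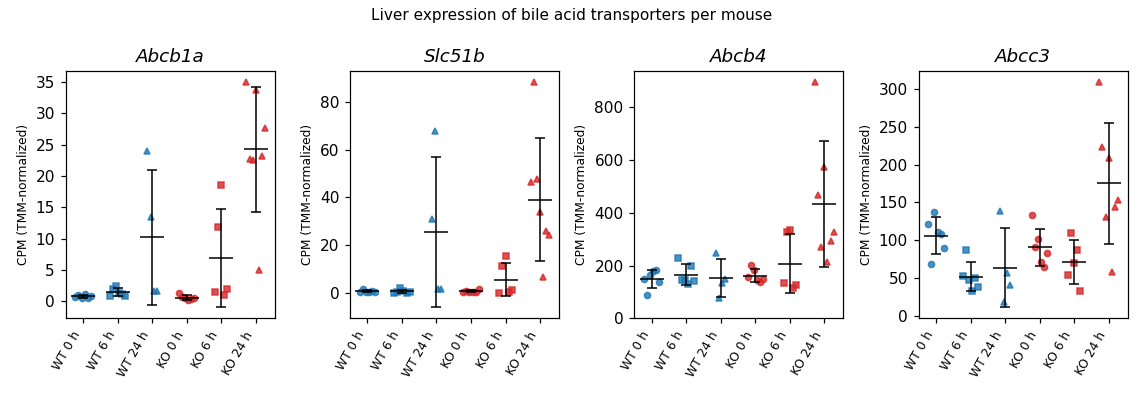
*Abcb1a*, *Slc51b*, *Abcb4* and *Abcc3* in WT and SIRT intKO livers at 0, 6 and 24 hours, in TMM-normalized CPM on the vertical axis. Each point is 1 liver, and the lines give the mean and SD of the group. For *Slc51b* the WT livers at 24 hours spread from 1.59 to 67.9 CPM, and for *Abcb4* the SIRT intKO livers at 24 hours lie between 216 and 895 CPM.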

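*Abcb1a* at 6 hours was 1.48, 11.8, 18.5, 0.971 and 1.98 CPM in the 5 SIRT intKO livers and 1.45 ± 0.643 CPM (SD, n = 6) in WT livers. Against 0 hours the log2 fold change was 3.45 in SIRT intKO livers (SE 0.706, edgeR adjusted p = 0.000286) and 0.83 in WT livers (SE 0.697, edgeR adjusted p = 0.372), with an interaction of 2.62 (edgeR adjusted p = 1, unadjusted p = 0.0133). The genotypes differed at 6 hours by 2.23 (edgeR adjusted p = 0.558). At 24 hours the 7 SIRT intKO livers had 34.9, 22.7, 22.5, 33.7, 4.97, 23.2 and 27.7 CPM, and the 4 WT livers 23.9, 13.5, 1.68 and 1.74 CPM.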

In the SIRT^intKO^ mice, MDR1 was already elevated at 6 hours after PHx (Figure 2*E*) and remained increased at 24 hours.

The increased expression of these efflux and alternative transporters likely reflects a compensatory response to the elevated BA levels observed in the liver of SIRT^intKO^ mice. Indeed, Spearman correlation analysis revealed a strong positive correlation between MDR1 expression and total hepatic BA (*P* < 2.2 × 10^−16^; rho = 0.85) (Figure 5*D*) after PHx. Notably, mice presenting the highest BA levels also exhibited the highest MDR1 expression. Consistently, several individual BAs as well as the total BA pool showed significant correlations with MDR1 expression in SIRT^intKO^ mice at 6 and 24 hours after PHx (Figure 5*E*).

Interestingly, our RNA-seq data analysis showed decreased expression of *Foxa2* (Figure 3*E*), a transcription factor known to regulate BA homeostasis,^18^ which we confirmed to negatively correlate with BA levels in the liver after PHx (Figure 5*F*).

Together, our results showing decreased Foxa2 and increased MDR1 expression, which correlate with strong accumulation of BAs, support the pronounced disruption in BA metabolism in SIRT^intKO^ mice at 24 hours after PHx.

We next explored BA synthesis as a potential contributor to the accumulation of BAs in the liver during regeneration. Liver BA metabolism is tightly controlled by the downregulation of *Cyp7a1*, which responds to intestinal FXR signaling, and inhibits BA synthesis in the liver.^25^ Analysis of CYP7A1 expression, the main activator of BA synthesis, by immunoblotting, showed an apparent increase in the protein levels in SIRT^intKO^ mice basally and at 6 hours after PHx compared to WT mice (Figure 5*G*).

### Intestinal Sirtuin 1 Deletion Impairs Intestinal FXR–FGF15 Activation After Partial Hepatectomy, Whereas Intestinal FXR Activation Restores Liver Regeneration Despite Sirtuin 1 Deficiency

Activation of intestinal FXR regulates liver BA metabolism via the induction of intestinal FGF15, which promotes activation of FGFR4 in the liver and the consequent downregulation of CYP7A1.^25^ Based on the work of others and our previous work showing that SIRT1 is an upstream regulator of FXR activation,^9^^,^^11^ we anticipated that the deletion of intestinal SIRT1 may affect FXR signaling in the intestine during liver regeneration.

Initially, we analyzed the gene expression of SIRT1 in the small intestine after PHx and found an early upregulation at 6 hours after PHx that was gradually reduced from 24 to 72 hours after liver resection in WT mice (Figure 6*A*).

**Figure 6:**
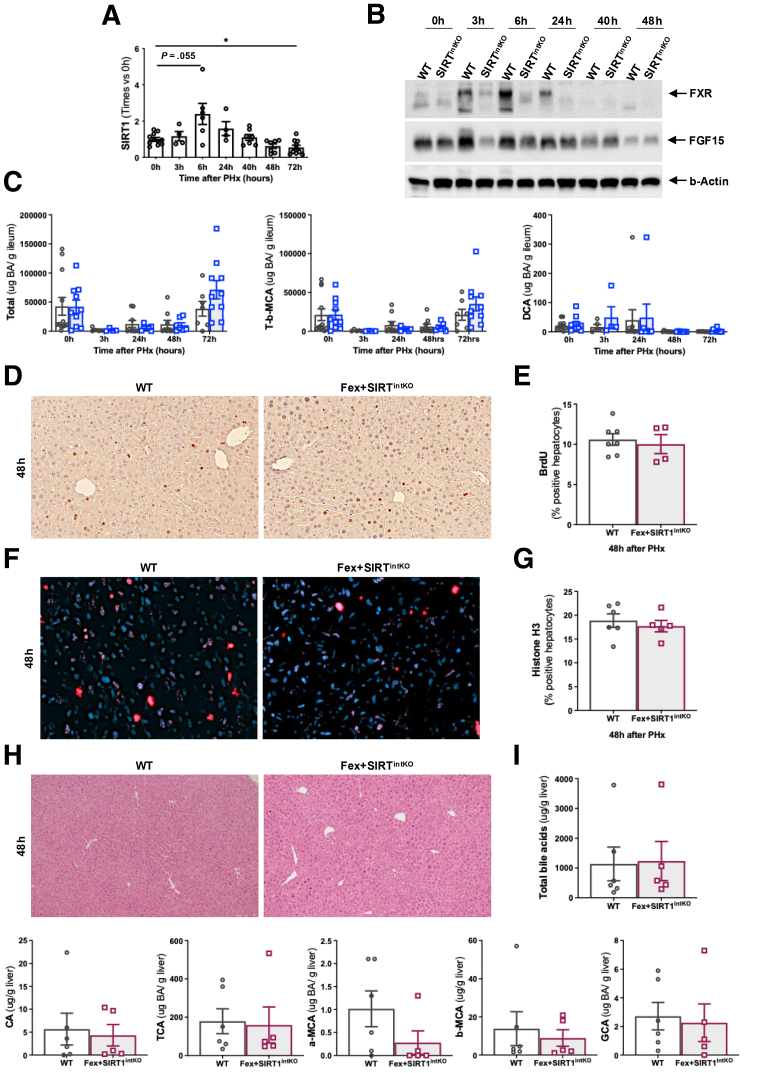
**Intestinal SIRT depletion leads to disruption of the FXR-FGF15 axis. Activation of intestinal FXR signaling with Fex restores hepatocyte proliferation in SIRT^intKO^ mice after PHx.** (*A*) Relative Sirt1 messenger RNA expression in small intestine scraps of WT mice at the indicated time points after PHx. (*B*) Western blot analysis of small intestine scraps showing differential FXR and FGF15 expressions in WT vs SIRT^intKO^ mice at different timepoints after PHx. (*C*) Quantification of the total intestine BA pool and specific BA species in small intestine contents by liquid chromatography-mass spectrometry. (*D*) IHC showing BrdU-positive hepatocytes and (*E*) quantification of the percentage of positive cells at 48 hours after PHx in WT vs Fex-treated SIRT^intKO^ (Fex+SIRT^intKO^) mice. (*F*) Immunofluorescence showing p-HistoneH3–positive cells and (*G*) quantification of the percentage of positive cells at 48 hours after PHx in WT vs Fex+SIRT^intKO^ mice. (*H*) Hematoxylin and eosin staining of liver sections from WT vs Fex+SIRT^intKO^ at 48 hours after PHx. (*I*) Quantification of total BA levels in WT and Fex+SIRT^intKO^ mice at 48 hours after PHx. Analyses were done from n = 4–6 mice. Representative images are shown from 10× (*D* and *H*) and 20× (*F*) magnification. Values are mean ± standard error of the mean. Statistical differences were determined using 2-way analysis of variance with Holm–Sidak correction. ∗*P* < .05. CA, cholic acid; DCA, deoxycholic acid; TCA, taurocholic acid.

Further analysis of small intestinal epithelial cell samples showed that FXR expression increased at early timepoints, mainly 3 and 6 hours after PHx in WT mice, whereas its expression remained low in SIRT^intKO^ mice after surgery (Figure 6*B*). In accordance with the regulation of FXR, we observed increased expression of FGF15 in WT mice at 3 and 6 hours after PHx, whereas this upregulation was not observed in SIRT^intKO^ mice (Figure 6*B*).

BAs are the main activators of intestinal FXR signaling, whereas conjugated BAs like T-β-MCA can act as antagonists of this nuclear factor.^26^ Analysis of the total pool of BAs in the small intestine of WT and SIRT^intKO^ mice after PHx showed a sharp decrease after surgery that recovered pre-PHx levels only after 72 hours both in WT and SIRT^intKO^ mice at similar levels (Figure 6*C*). A more detailed analysis of the BA pool composition confirmed that no significant differences were observed in T-α-MCA (data not shown) or T-β-MCA. Secondary BAs, including deoxycholic acid, were also not significantly different between WT and SIRT^intKO^ mice (Figure 6*C*).

Together, these results show that intestinal-specific SIRT1 deletion negatively impacts the activation of the FXR/FGF15 axis in the small intestine during liver regeneration, influencing BA metabolism and contributing to the accumulation of toxic BAs after a PHx.

To determine that FXR/FGF15 activation in the small intestine during liver regeneration is downstream of SIRT1, we treated SIRT^intKO^ mice with fexaramine (Fex), an intestinal-restricted FXR agonist that we and others have described to have beneficial effects in restoring intestinal and liver function.^27^^,^^28^

We found that treatment with Fex (1 hour before surgery) successfully restored hepatocyte proliferation, as evidenced by BrdU staining on liver sections that showed a comparable percentage of positive cells in WT vs Fex/SIRT^intKO^ mice at 48 hours after PHx (Figure 6*D* and *E*). In line with this, p-histone H3 immunostaining confirmed the restored regenerative capacity in Fex/SIRT^intKO^ mice after PHx that showed comparable numbers of mitotic cells in the liver (Figure 6*F* and *G*). Histopathologic analysis of livers stained with hematoxylin and eosin confirmed the lack of parenchymal damage in WT and Fex/SIRT^intKO^ mice at 48 hours after surgery (Figure 6*H*). The absence of obvious cellular damage observed is associated with comparable total BA levels in WT and Fex/SIRT^intKO^ mice at 48 hours after PHx (Figure 6*I*). Detailed analysis of the different BA species confirmed the comparable levels of cholic acid, taurocholic acid, α-MCA/β-MCA, and GCA (Figure 6*I*) in Fex/SIRT^intKO^ mice compared with WT mice 48 hours after surgery.

Together, our results show that intestinal-specific activation of FXR restores hepatocyte proliferation in SIRT^intKO^ mice, supporting that intestinal SIRT1 is an upstream regulator of FXR during liver regeneration.

## Discussion

Here, we demonstrate that intestinal SIRT1 controls liver regeneration by acting as an upstream regulator of FXR/FGF15 signaling, preventing liver parenchymal damage and regulating BA metabolism and hepatocyte proliferation after PHx in mice.

BAs are essential for liver regeneration,^2^ whereas the accumulation of toxic BAs contributes to parenchymal liver damage.^24^

We found profuse parenchymal liver damage in SIRT^intKO^ mice within the first 24 hours after PHx, with significantly elevated necrosis and serum transaminase levels that positively correlated with BA accumulation at 6 and 24 hours after surgery in KO mice compared with WT mice.

Although we did not detect significant differences in the expression of basolateral transporters responsible for BA uptake into hepatocytes, we observed increased expression of apical efflux pumps and alternative transporters in SIRT^intKO^ mice within the first 24 hours after PHx. These changes likely reflected the elevated presence of BAs rather than contributed to their accumulation in the liver. Interestingly, we found an upregulation of MDR1, an ATP-dependent canalicular efflux pump^29^^,^^30^ that was described to be highly expressed during primary biliary cholangitis and to positively correlate with liver necrosis in severe human disease.^29^ Previous work showed that the transcription factor forkhead box A2 controls BA homeostasis by regulating MDR1 and other transporters (MRP2, MRP4) in the liver, independently of FXR–small heterodimer partner signaling.^18^ Similar to these findings by Bochkis et al, we found that decreased forkhead box A2 expression in SIRT^intKO^ mice after PHx was associated with increased MDR1, which significantly correlated with the increased accumulation of BA in the livers of these KO mice. Still, our results showing that other relevant BA transporters remained unaffected, point to additional alterations in BA metabolism occurring in SIRT1 intestinal-deficient mice.

FXR is the main regulator of BA metabolism, as its activation in the small intestine epithelial cells (enterocytes) induces the upregulation of FGF15/19, which inhibits BA synthesis in the liver by repressing CYP7A1 via FGFR4 signaling.^4^^,^^25^^,^^31^ We and others have described that SIRT1 acts as an upstream regulator of FXR in the liver,^9^^,^^11^ and previous work using SIRT^intKO^ established that intestinal SIRT1 controls systemic BA metabolism by promoting FXR/FGF15 activation during homeostasis.^12^ Together, this evidence allowed us to propose that the depletion of SIRT1 in the intestine may alter the gut–liver BA metabolism via disruption of FXR/FGF15 signaling, overall affecting liver regeneration.

Our results showed that intestinal SIRT1 depletion led to disruption of the FXR-FGF15 axis, with reduced intestinal FXR and FGF15 expression at 6 and 24 hours after PHx, which was associated with increased CYP7A1 expression in the liver, supporting the BA accumulation observed in SIRT^intKO^ mice.

Beyond regulating BA metabolism, the role of FXR in controlling liver regeneration was established using constitutive FXR KO mice that showed impaired hepatocyte proliferation after PHx.^2^ Further work by Zhang and colleagues using cell-specific KO mice demonstrated that both hepatocyte- and intestinal epithelial cell–FXR activation are relevant to regulating liver regeneration while using different mechanisms. Importantly, that study demonstrated the role of intestinal FXR in activating FGF15.^5^ Further studies supported that FGF15 is essential to mediate hepatocyte proliferation and liver regeneration,^32^ whereas the deletion of FGF15 is associated with accumulation of BAs in the liver after PHx.^3^^,^^7^ Our results showing attenuation of hepatocyte proliferation in SIRT^intKO^ mice alongside with reduced FXR/FGF15 activation are in accordance with the previously described role of these factors in controlling hepatocyte proliferation^2^^,^^3^^,^^5^^,^^7^ and point to SIRT1 as an upstream regulator of the FXR/FGF15 axis in the small intestine during liver regeneration.

Hepatocyte proliferation during liver regeneration is primed by cytokines including TNFα and IL6 secreted from Kupffer cells that activate signaling cascades in hepatocytes, including STAT3, allowing cell-cycle progression from G0 to G1 phase and further cell proliferation.^15^^,^^17^ Here, we found reduced expression of STAT pathway genes and reduced activation of STAT3 signaling at 6 hours after PHx in SIRT^intKO^ mice compared with WT mice, whereas TNF and IL6 protein expression levels were comparable. These results suggest that intestinal deletion of SIRT1 does not affect Kupffer cell activation after PHx, whereas the reduced phosphorylation of STAT3 could be mediated by the excess of BA in the liver resulting from disruption of FXR/FGF15 signaling. Similar observations were described by Kong and colleagues in a study where FGF15^-/-^ mice led to the accumulation of BAs in the liver that was associated with reduced STAT3 phosphorylation, impaired hepatocyte proliferation, and increased parenchymal damage after PHx.^3^ Interestingly, although transcriptional changes were generally comparable between WT and SIRT^intKO^ mice at 6 hours after PHx, GO analysis highlighted features of initiation of cell death, metabolic stress, and ER stress in SIRT^intKO^ mice, with increased expression of Atf3 that influences the shift to necroptosis in cells^33^ and Eif2ak3/protein kinase RNA-like ER kinase involved in ER stress regulation.^34^

Interestingly, we also observed altered gene expression relating to amino acid metabolism and transport in SIRT^intKO^ mice at both 6 and 24 hours after PHx, which has been described as key for supporting the transition from quiescence to cell cycle activation and proliferation in hepatocytes.^35^^,^^36^

The liver undergoes metabolic reprogramming during regeneration,^36^^,^^37^ which is associated with heavy metabolic demands and changes. Particularly, lipid accumulation and further oxidation release energy to support hepatocyte proliferation during liver regeneration.^36^ GO and DEGs analyses at 24 hours after PHx highlighted profound differences in the regulation of lipid metabolism, including increased expression of key lipid metabolism regulators in WT livers compared with SIRT^intKO^ livers, including *Srebf1* (lipogenesis), *Star* (cholesterol trafficking), and *Fabp5* (fatty acid binding). The increased expression in WT mice of *Slc27a5*, key for fatty acid transport critical for liver regeneration in mice after PHx,^38^ along with the reduced expression of *Dgat1*, a key regulator of triglyceride synthesis with demonstrated effects on influencing tumor cell proliferation,^39^ in SIRT^intKO^ mice at 24 hours after PHx support the altered lipid metabolism in intestinal SIRT1-deficient mice that may contribute to the reduced proliferation we observed.

After the priming and proliferative phase, liver regrowth is tightly regulated by cell-cycle termination signals that prevent uncontrolled hepatocyte proliferation and excessive liver growth during liver regeneration. Senescence is a cellular mechanism that mediates cell-cycle arrest, playing a key part in the termination of hepatocyte proliferation through the upregulation of p21,^20^ which has been described to occur after the peak of hepatocyte proliferation at 48 hours after PHx.^40^^,^^41^ Although this response is aimed at arresting the cell cycle and avoiding abnormal proliferation, excessive senescence impairs liver regeneration, as described by Ferreira-Gonzalez and colleagues.^42^ In light of these observations, our results support that early (24 hour) and sustained (48 hour) p21 expression in hepatocytes in SIRT^intKO^ mice contributes to reduced hepatocyte proliferation after PHx.

Previous studies described the association between senescence and the activation of stem cells in the liver during the response to injury.^20^ When hepatocyte proliferation is compromised, the liver has the capacity to regenerate from liver progenitor cells (LPCs), also called oval cells due to their shape, that proliferate and differentiate into hepatocytes.^23^^,^^43^ Our results show that early senescence associates with expansion of LPCs in the liver parenchyma of SIRT^intKO^ mice at 24 and 48 hours after PHx, which contribute to the regeneration of the liver overall reaching a comparable mass compared with WT mice at 10 days after surgery. Interestingly, a previous study showed that MDR1 is highly expressed in regenerative areas of the liver where progenitor cells are also highly present.^29^ In line with this, we also observed that SIRT^intKO^ mice show high MDR1 gene expression and increased presence of LPCs in the liver after PHx.

Ultimately, our results showing that the intestinal-specific activation of FXR with Fex restores hepatocyte proliferation in SIRT^intKO^ mice at comparable levels to WT mice support our hypothesis that SIRT1 is an upstream regulator of FXR function during liver regeneration. We and others have previously described the beneficial effects of Fex in modulating the liver response to injury.^27^^,^^28^ Our results support the view that the benefits of Fex-modulation of FXR expands to liver regeneration after PHx.

Together, our results establish that SIRT1 is the upstream regulator of intestinal FXR/FGF15 signaling and is therefore a key regulator of hepatocyte proliferation and liver regeneration after PHx. Our results contribute to improving our mechanistic understanding of the contribution of intestinal signals in controlling liver regeneration and point to intestinal SIRT1 as potential therapeutic target to improve the liver regenerative response to injury.

## Material and Methods

### Experimental Procedures in Animals

All experimental procedures were approved by the Animal Welfare and Ethical Review Body (University of East Anglia) and performed at the Disease Modelling Unit (University of East Anglia). All procedures were carried out following the guidelines of the National Academy of Sciences (National Institutes of Health, publication 86-23, revised 1985) and were performed within the provisions of the Animals (Scientific Procedures) Act 1986.

For all experiments shown here, we used 8- to 12-week-old male mice of C57/Bl6 background. Intestinal-specific *Sirt1* knockout mice (herein SIRT^intKO^) were generated by crossing mice carrying a Villin Cre-recombinase with mice containing floxed sites flanking exon 4 of *Sirt* gene (B6;129-Sirt1tm1Ygu/J; Jackson Laboratories). Mice carrying loxP-flanked *Sirt1* alleles were used as controls when compared with *Villin-Cre*-containing *Sirt1* floxed mice (WT). Mice underwent PHx of 70% of the liver by resection of the left lateral and median lobes^44^ following the LASA Guiding Principles for Preparing for Undertaking Aseptic Surgery (2010) under United Kingdom Home Office approval (PP9417531 to Naiara Beraza).

### Determination of Liver Damage in Serum

ALT and AST were determined in serum samples using the Randox Daytona+ analyzer (RX Daytona+) following the manufacturer’s instructions, as we previously described.^11^

### Histology, Immunohistochemistry, and Immunofluorescence

Liver tissues were fixed in 10% neutral buffered formalin, embedded in paraffin, and further sectioned for pathologic analysis and IHC as we previously described.^11^^,^^28^^,^^45^ For pathologic analysis, liver sections were dewaxed, hydrated, and stained using hematoxylin and eosin to determine parenchymal status and visualize areas of necrosis. Slides were imaged using brightfield on a BX53 upright microscope (Olympus) with an Olympus DP74 color camera and a pT100 LED transmitted light source (CoolLED). Five to 10 fields of view per sample were analyzed using open-source FIJI software,^46^ as we described previously,^11^^,^^45^ and necrotic areas were represented as the percentage relative to total area per field.

IHC was performed in paraffin-embedded liver sections using an anti-BrdU antibody (AB2284-Abcam), p21 (Abcam), SOX9 (Cell Signaling), and CK19 (TROMAIII, Developmental Studies Hybridoma Bank) diluted in antibody diluent (Dako; S0809), after which sections were incubated with EnVision^+^ polymer horseradish peroxidase (HRP)-labeled anti-mouse (Dako; K4001), anti-rabbit (Dako; K4003), an anti-rat HRP- or anti-sheep HRP-labeled secondary antibody. IHC was developed using the DAB^+^ chromogen system (Dako; K3468), after which the nuclei were counterstained with hematoxylin. Slides were imaged on a BX53 and analyzed using FIJI as described above.

Sodium citrate antigen retrieval was used for immunofluorescence in paraffin liver sections using an anti–p-Histone H3 (Cell Signaling Technologies) and anti-rabbit Cy3-labeled secondary antibody (Jackson ImmunoResearch). Slides were mounted with a 4′,6-diamidino-2-phenylindole mounting solution (Vector Laboratories; H-1200) to stain cell nuclei. Fluorescent microscopic imaging was performed using an AxioImager M2 (Zeiss) with the AxioCam mRM monochrome camera and standard light source and filter sets supplied. Images were analyzed using the ZenBlue Software (Zeiss) and or FIJI.^46^

### RNA Isolation and RNA Sequencing Analysis

RNA was isolated from liver samples using QiAzol lysis Reagent (Qiagen; 79,306). Library preparation and sequencing were done by Macrogen Ltd. Briefly, stranded messenger RNA libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina), following the manufacturer’s protocol. Sequencing was performed on the Illumina NovaSeq X platform, generating 100 base pair paired-end reads. Each library was sequenced to a depth of approximately 40 million paired-end reads.

Raw sequencing reads were processed using the nf-core/rnaseq pipeline with default settings. This pipeline includes adapter trimming, alignment using STAR, and transcript quantification using Salmon.

Gene-level count matrices were imported into R and analyzed using the differential gene expression analysis tool (DESeq2 package; v1.38.3). Genes with low counts were filtered out, and a DESeqDataSet object was constructed using the design formula:

∼genotype+timepoint+genotype:timepoint.

Normalization and dispersion estimation were performed using DESeq2’s standard workflow. Differential expression was assessed with Wald tests, and log2 fold changes were shrunk using the lfcShrink() function. Genes with adjusted *P* < .05 and absolute log2 fold change > 1 were considered differentially expressed.

Functional enrichment analysis of DEGs was performed using GO with the cluster Profiler package. DEGs were categorized as shared between WT and KO, unique to WT, or unique to KO.

Enriched GO terms were visualized using custom ggplot2 dot plots, and top terms were manually curated for biological relevance. Differential expression analyses were performed separately for each genotype (0 vs 6 hours, and 0 vs 24 hours) to define early and late transcriptional responses.

### Correlation Analyses

Correlation analyses were performed to assess associations between BA levels, gene expression, and liver injury markers. Serum liver injury markers (AST and ALT) were correlated with total BA concentrations using Spearman correlation. For transcriptomic analyses, normalized gene expression values obtained from RNA-seq (rlog-transformed counts) were correlated with BA levels using the same method. When correlations involved multiple BA species, *P* values were adjusted to account for multiple testing.

### Western Blot Analysis

Proteins were extracted from snap frozen liver tissues using radioimmunoprecipitation assay buffer containing 50 mM Tris-HCL, 150 mM NaCl, 0.1% sodium dodecyl sulfate, 2 mM EDTA, 5% sodium deoxycholate, 1% Igepal 630, 1 mM phenylmethylsulfonyl fluoride, and protease inhibitor (Sigma-Aldrich; 4,693,124,001). Proteins were resolved in sodium dodecyl sulfate–polyacrylamide gels and transferred to nitrocellulose membranes (Whatman; WHA1541185). Membranes were probed with SIRT1 (Cell Signaling), cyclin D1 antibody (Santa Cruz), p-STAT3 (Cell Signaling Technologies), FXR (Santa Cruz), and FGF15 (Santa Cruz). β-Actin and glyceraldehyde-3-phosphate dehydrogenase were used as loading controls. Anti-rabbit IgG-HRP–linked (Cell Signaling Technologies; 7074S) or anti-mouse IgG-HRP–linked (Cell Signaling Technologies; 7076S) were used as secondary antibodies. Images of the blots were taken using ChemiDoc MP imaging system (Bio-Rad). Quantification was performed by normalizing the target protein signal intensity with housekeeping proteins (glyceraldehyde-3-phosphate dehydrogenase) using ImageLab software (BioRad).

### Bile Acid Extraction and Analysis

A portion of sample (approximately 50 mg) was taken into a screw cap tube along with ceramic beads; 1 mL of 90% v/v methanol and 25 μL of 40 μg/mL d4-GCA were added and homogenized for 30 seconds at 6000 rpm. The slurry was centrifuged at maximum speed for 10 minutes at 4 °C. The supernatant was passed through a Waters Oasis PRiME HLB 30 milligram μElution 96-well plate (P/M 186,008,054). The cleaned-up extracts in the capture plate were analyzed using high-performance liquid chromatography–mass spectrometry operated in multiple reaction monitoring mode. Each sample (5 μL) was analyzed using a Waters Acquity ultra-performance liquid chromatography coupled to a Xevo TQ Absolute triple quadrupole mass spectrometer. High-performance liquid chromatography was achieved using a binary gradient of solvent A (water + 5 mM ammonium acetate + 0.012% formic acid) and solvent B (methanol + 5 mM ammonium acetate + 0.012% formic acid) at a constant flow rate of 900 μL/min. Separation was made using a Supelco Ascentis Express C18 150 × 4.6, 2.7-μm column maintained at 40 °C. Injection was made at 50% B and held for 2 minutes, ramped to 95% B at 20 minutes, and held until 24 minutes. The column was equilibrated to initial conditions for 5 minutes. The mass spectrometer was operated in electrospray negative selected ion mode. Quantification was applied using Waters TargetLynx software to integrate detected peak areas relative to the deuterated internal standards.

### Statistical Analyses

Statistical analyses were performed using GraphPad Prism software Version 10.4.1. Statistical differences between groups were determined by unpaired, 2-tailed Student’s *t* test with Welch’s correction when comparing 2 groups at 1 single timepoint. When comparing 2 groups at multiple timepoints, differences were determined using 2-way analysis of variance with the Holm–Sidak test. RNA-seq data were preprocessed using the Nextflow pipeline, and differential expression analysis was performed with DESeq2, considering genes with adjusted *P* value < .05 and |log_2_ fold change| >1 as significant. Data are shown as mean ± standard error of the mean. Significance is indicated by: ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, ∗∗∗∗*P* < .0001.

How the deposited data were processed for this re-analysis (not part of the article)

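Bulk RNA-seq was analysed from livers of WT mice and of SIRT intKO mice at 0 hours and at 6 and 24 hours after PHx. Samples were grouped by the labels of the deposited data, with 6, 6 and 4 WT libraries and 6, 5 and 7 SIRT intKO libraries at 0, 6 and 24 hours. Of the 35 columns of the deposited table, 1 matched the labels of no library and was not used.

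The authors deposited expected counts per gene, estimated by Salmon within the nf-core RNA-seq pipeline after alignment with STAR and merged over libraries, without normalization for depth or length. The genome build and annotation are not named in the paper's text, so no coordinates are given, and genes carry the identifiers of the deposited table. The letter x is in 0 of the table's gene symbols, so 1316 symbols, 705 of them of tested genes, were restored through the gene identifiers with the symbols of GENCODE vM21, a correction made after the first results were seen. The table holds 78298 genes, 0 of its lines lack a gene identifier, and 4.97% of the expected counts are not whole numbers. They were rounded before testing, because the count models need whole numbers. Counts per library ranged from 14892122 to 23480492, with a median of 16807340. At this depth the values of genes under 1 CPM rest on few reads.

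What follows was computed from these counts in R 4.3.3. With edgeR 4.0.16, libraries were scaled by TMM, genes were filtered with filterByExpr by group, which left 14980 genes, and a model with 1 mean per genotype and time point was fitted to all 34 libraries by quasi-likelihood. Comparisons were 6 or 24 hours against 0 hours within each genotype, SIRT intKO against WT at each time point, and the interaction, which is the difference between the genotypes in their change from 0 hours. Adjusted p-values are Benjamini-Hochberg adjusted over all genes tested in a comparison. Genes were called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper, which used DESeq2. Log2 CPM values for principal components and list means carry a prior count of 2. Shared genes are those called in both genotypes in the same direction.

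The genes named in the text follow a rule set, like the choice of tests, lists and alternatives, before the data were examined, apart from what is said to have been chosen later. They are every gene that the paper's results name from the RNA-seq, *Sirt1*, and for the comparison of genotypes at 24 hours and for the interactions the 3 highest and 3 lowest called genes with a symbol, a mean of at least 1 CPM and, between genotypes, groups whose values do not overlap. Of the genes that the paper names, 1 is not reported here. Lists of more than 6 genes are given as counts and ranges.

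Gene lists were tested with camera of limma 3.58.1 on voom values with its preset correlation between genes, and with fry and with camera under an estimated correlation beside it. The lists were those of the paper's text and figures, Reactome sets, whose genes were matched through a table of Entrez and Ensembl identifiers, and lists written for this work. The last were lists for the circadian clock, acute-phase and STAT3 targets, cell cycle, p53 targets, integrated stress, bile acid synthesis, hepatocytes, neutrophils, monocytes and macrophages, Kupffer cells, sinusoidal endothelium, stellate cells, cholangiocytes, lymphocytes, red blood cells and sex-linked transcripts. GO enrichment was not repeated, because GO annotation was not used here. The difference of a list's mean log2 CPM between genotypes was also tested with exact permutation tests over all splits of the livers at a time point.

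The edgeR and DESeq2 fits and camera were tested on simulated data. Counts for the real genes were drawn with 1 mean and 1 dispersion per gene over all libraries and with the real library sizes. In SIRT intKO livers at 24 hours 200 genes were changed, each past the fold-change threshold. The wider spread of the WT livers at 24 hours and correlation between genes were not simulated. The shares of genes called therefore do not give the power for smaller changes or for the real spread. Among 14640 genes tested, edgeR called 160 of the 200 (80%) with 2 other genes for the change from 0 hours, 154 (77%) with 3 others between genotypes at 24 hours, and 125 (62.5%) with 1 other for the interaction. DESeq2 called 167, 163 and 137 of the 200 among 14980 genes, with 6, 7 and 6 others. For WT livers at 24 hours against 0 hours and between genotypes at 6 hours, where no gene was changed, DESeq2 called 2 and 1 genes and edgeR 0 and 0. The camera p was 4.46e-116 for a list of 20 raised genes and 0.896 for a list of 20 unchanged genes. Genes were drawn independently, so these values do not test camera where genes are correlated.

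No pair of libraries in a group looked like 1 library deposited repeatedly, since the chi-square statistic per gene was at least 16.06 for every pair. Only part of Supplementary Table 1 was at hand, with 1999, 1999, 1999 and 119 genes of its sheets, so no overlap with it was tested, and its log2 fold changes were used to check the grouping of the libraries.

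The alternatives tried were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors or upper-quartile scaling in edgeR, every gene with at least 1 count or genes with at least 10 counts in every library in place of filterByExpr, only the groups compared in the model, the replicate number as a block, no fold-change threshold, glmTreat, each library left out in turn, and each WT library at 6 hours counted as a 24-hour library. For each count of called genes, 100 splits of the libraries into groups of the same sizes were drawn with a fixed seed, the real one included. Corrections for GC content and gene length and the permutation tests of lists were added after the first results were seen. Mice, not counts, are the unit of replication, so the tests describe the spread between livers.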

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

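The tests of libraries that stand apart, of GC content, gene length, scaling and depth, the permutation tests of lists and the counts of splits at an unadjusted p were chosen only after the results they bear on were seen.

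In 11 of 228 sets of values (38 measures, 36 of them genes, in each of 6 groups), the highest or the lowest liver lay farther from its nearest neighbor than Dixon's 95% limit allows, where chance gives 11.4. The total count of SIRT intKO 24-hour replicate 7 (23500000) was the highest of its group, and the TMM factor of WT 6-hour replicate 6 (0.74) the lowest. *Sirt1* was highest in SIRT intKO 24-hour replicate 4 (13.5 CPM), *Gls2* highest in WT 0-hour replicate 2 (409 CPM) and *Kynu* highest in SIRT intKO 24-hour replicate 5 (110 CPM). WT 0-hour replicate 2 was also the lowest of its group for *Slc27a2* (474 CPM) and *Slc10a1* (216 CPM). *Slco1a1* was lowest in WT 6-hour replicate 4 (19.6 CPM), *Abcb1a* lowest in SIRT intKO 24-hour replicate 5 (4.97 CPM), and *Abcc4* lowest in WT 6-hour replicate 1 (0.656 CPM) and in WT 24-hour replicate 1 (0.799 CPM). As the 11 are about as many as chance gives, chance is a sufficient candidate explanation for their number. The number does not cover how they are distributed, and 3 of the 11 lie in WT 0-hour replicate 2. Its pairs with other WT 0-hour livers had a chi-square statistic per gene of 62.95 to 90.81, against 16.06 to 28.9 for the remaining pairs. Its mean log2 CPM of the chemokine list (0.73) lay above those of all WT livers at 24 hours (-1.04 to 0.42). No biological explanation was tested for single livers.

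Among the 402 genes called between SIRT intKO and WT livers at 24 hours, those with the largest changes in groups that do not overlap lie outside the genes that the paper discusses. *Acod1* (5.17, edgeR adjusted p = 0.00496), *Gsta1* (3.72, edgeR adjusted p = 0.00594) and *Ifi205* (3.28, edgeR adjusted p = 0.00779) were higher in SIRT intKO livers. *Mmd2* (-2.67, edgeR adjusted p = 0.0454), *Gucy2c* (-2.40, edgeR adjusted p = 0.0331) and *Kif26b* (-2.06, edgeR adjusted p = 0.00975) were lower. The call of *Mmd2* was lost under 23 of 48 alternatives and that of *Gucy2c* under 9, and those of the other 4 with glmTreat and when only the groups compared were fitted. A trend with GC content or gene length does not account for them, since 357 of the 370 called genes with a known GC content were called again after it was removed, and 355 after a correction for gene length. With upper-quartile scaling 391 genes were called, so the scaling does not account for the count. The median depth was 17695667 in SIRT intKO and 18118473 in WT livers, each within the range of the other group, and whether depth bears on the count was not tested. Chance stays open. Of 100 splits of the 11 livers into groups of 7 and 4, the real one included, 5 gave at least 402 called genes, and the highest other split gave 878. As the count did not separate from that of other splits, the difference of these genes between genotypes is a hypothesis, with the intestinal deletion among its open explanations.

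The interaction at 24 hours was called for *Gskip*, with a log2 fold change of 1.44. It lay at 21.1, 23.9, 16.6, 15.5, 9.01, 15.3 and 15.5 CPM in the 7 SIRT intKO livers at 24 hours, and its group means were between 6.44 and 7.61 CPM in the other groups. The call was lost without WT 24-hour replicate 2 (1.36), with glmTreat, with the replicate number as a block and when only the groups compared were fitted (1.43). Of 100 splits of the SIRT intKO and WT labels, 15 gave at least 1 called interaction, with up to 699, and 11 gave at least as many genes at an unadjusted p under 0.05 as the 1904 observed. Chance therefore remains a candidate explanation for the number of interactions.

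At 6 hours, camera called 5 lists for the interaction and 8 between genotypes. The interaction medians were -0.356 for the interferon and antigen presentation genes, -0.433 for the STAT genes, 0.723 for the stress genes, -0.422 for sinusoidal endothelium and 0.108 for the transforming growth factor-β receptor complex. Between genotypes, lists outside those that the paper discusses at 6 hours had medians of -0.341 for sinusoidal endothelium, -0.654 for red blood cell transcripts, 0.0672 for the transforming growth factor-β receptor complex, -0.186 for collagen formation and -0.486 for the matrix genes that it names at 24 hours. Of these 13 calls, 0 held under fry, where the smallest adjusted p was 0.779 between genotypes, and 0 with an estimated correlation. In the exact permutation tests of list means between genotypes the smallest adjusted p was 0.455, with 1 of 30 lists at an unadjusted p under 0.05. A single list at the smallest possible p would have 0.0649, so lists could be called only together. Among the 14 lists not taken from the paper the smallest adjusted p was 0.758, which 323 of the 462 splits matched, and among the paper's 16 it was 0.323, which 128 matched, so chance in the assignment of the mice is a candidate explanation. The red blood cell list also differed between genotypes before surgery, with a median of -0.89 (camera adjusted p = 1.74e-05, fry adjusted p = 1), and blood left in the tissue was not tested.

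At 24 hours, camera called 19 lists for the interaction. Of the lists that the paper names, the interaction medians were -0.709 (*Srebf1*, *Ppard* and *Mlxipl*), 0.63 (STAT genes), -0.573 (amino acid genes), -0.472 (lipid genes), -0.972 (the 5 Notch genes of Figure 3*D*), 3.1 (chemokines), 2.38 (cytokines), 1.14 (matrix), 0.645 (*Bcl2*, *Pycard* and *Cdkn1a*), 1.02 (efflux transporters) and 1.76 (adaptive transporters). Other lists had -0.611 (acute phase), -0.547 (bile acid synthesis), 2.15 (neutrophils), 1.58 (monocytes and macrophages), 1.43 (red blood cells), 0.169 (S Phase), 1.47 (chemokine receptors and ligands) and 0.163 (Interferon Signaling). Under fry, 3 of the 19 held, the Notch genes, the apoptosis genes and the adaptive transporters, each with an adjusted p of 0.0201, and 0 held with an estimated correlation. Between genotypes, lists written for this work and Reactome sets had medians of -0.654 (acute phase), 1.74 (neutrophils), 1.13 (monocytes and macrophages), 0.564 (sinusoidal endothelium), 0.133 (S Phase), 1.10 (chemokine receptors and ligands), 0.17 (Interferon Signaling) and 0.0888 (MHC class II antigen presentation). Of these 8, sinusoidal endothelium (fry adjusted p = 0.126) and S Phase (fry adjusted p = 0.119) did not hold under fry. In exact permutation tests over the 330 splits of the 11 livers, 11 of 30 lists had an unadjusted p under 0.05 and the smallest adjusted p was 0.104, where a single list at the smallest possible p would have 0.0909. Among the 14 lists not taken from the paper, 2 had an unadjusted p under 0.05 and the smallest adjusted p was 0.297, which 80 of the 330 splits matched, so chance in the assignment of the mice is a candidate explanation for these lists. Among the paper's 16, 9 had an unadjusted p under 0.05, and 5 of the 330 splits gave as many. For the 2 of the 14 others, 54 of the 330 splits did. The smallest adjusted p among the paper's 16 was 0.0554, which 14 of the 330 splits matched. As the paper chose those genes on these samples, the counts for its lists do not exclude chance.

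A candidate explanation for the inflammatory lists at 24 hours is a larger share of leukocytes in SIRT intKO livers. The 7 tested neutrophil markers were all higher, with a median of 1.74, a value that a larger share needs and that could have come out otherwise, although the permutation test of their mean gave p = 0.109. Their most abundant gene, *S100a9*, was 21.0 CPM in WT and 106 CPM in SIRT intKO livers, and 3 of the 7 were at 1 CPM or more in WT livers at 0 hours. Of the 8 monocyte and macrophage markers, all were higher. *Lyz2*, the most abundant, was 23.1 and 76.7 CPM, and 4 of the 8 were at 1 CPM or more in WT livers at 0 hours. Of the tested markers of both lists, 1, *Cxcr2*, is in a list of the paper. The same rise could follow from more transcripts per cell, which bulk counts cannot separate from more cells.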

How the results depend on the processing

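The exact permutation tests of lists, the corrections for GC content and gene length and the fits of lists without single livers at 24 hours were chosen only after the result was seen. Where a value moved, the cause was not tested unless the alternative's own construction gives it.

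The counts of genes called against 0 hours in WT livers at 6 hours (2332), in SIRT intKO livers at 6 hours (2480), in WT livers at 24 hours (2354) and in SIRT intKO livers at 24 hours (3440) stayed within 1.5 times with DESeq2, with DESeq2's size factors, with upper-quartile scaling, with every gene with at least 1 count, when only the groups compared were fitted and after corrections for GC content or length. With genes with at least 10 counts in every library they were 1183, 1268, 1167 and 1664, since fewer genes were tested. They were 749, 701, 670 and 1465 with glmTreat, which tests against the threshold itself, and 5604, 5758, 5113 and 7520 with no fold-change threshold. The count between genotypes at 24 hours was 208 with at least 10 counts in every library, 870 with no fold-change threshold, 0 with glmTreat, where 402 genes had an unadjusted p under 0.05, and 0 when only the groups compared were fitted, where 1830 of 13974 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.256.

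With DESeq2, 8 genes were called between genotypes at 6 hours, 5 at 0 hours, and 2 and 98 for the interactions at 6 and 24 hours. With every gene with at least 1 count, 2 were called between genotypes at 6 hours and 8 for the interaction at 24 hours, and with glmTreat 0 for the latter, with 332 at an unadjusted p under 0.05. The share of called genes that both genotypes shared was 55.68% at 6 hours and 43.81% at 24 hours. It was 51.2% and 39.37% with DESeq2, 48.72% and 35.66% with every gene with at least 1 count, 61.53% and 45.83% with no fold-change threshold, and 57.69% and 37.79% when only the groups compared were fitted. It was 58.44% at 6 hours with at least 10 counts in every library and 31.95% at 24 hours with glmTreat. Of the genes called in SIRT intKO livers alone at 24 hours, the interaction was called for 0.0597%, for 2.819% with DESeq2 and for 0% with glmTreat. *Abcb4* in WT livers at 24 hours changed its sign with upper-quartile scaling (-0.0283) and with at least 10 counts in every library (-0.01366).

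The replicate numbers do not pair the libraries, since 6 of 76 same-numbered pairs had a correlation over 0.1 between their deviations from the group means (median -0.00364, from -0.306 to 0.217). With the replicate number as a block, 168 genes were called between genotypes at 24 hours and 0 for the interaction at 24 hours, with 2983 and 1618 at an unadjusted p under 0.05, and 0% of the genes called in SIRT intKO livers alone had a called interaction, *Gskip* being at 1.49. *Tlr7* in WT livers at 6 hours was -0.006439 and *Abcb4* in WT livers at 24 hours -0.1651.

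With WT 6-hour replicates 1 to 6 counted in turn as a 24-hour library, 17, 18, 17, 13, 12 and 11 genes were called for the interaction at 24 hours, and 0.8454%, 0.9248%, 0.8161%, 0.738%, 0.6501% and 0.6006% of the genes called in SIRT intKO livers alone. The shared share at 6 hours was 53.81%, 53.53% and 53.88% for replicates 1 to 3. The median absolute difference from Supplementary Table 1, 0.000197 at 24 hours under the labels, was 0.0443, 0.0386, 0.0429, 0.0426, 0.0326 and 0.049 at 6 hours and 0.0994, 0.104, 0.0996, 0.0913, 0.0992 and 0.119 at 24 hours. Signs changed for *Tlr7* in WT livers at 6 hours (-0.3137, replicate 6), *Slc51b* in WT livers at 6 hours (0.06152, replicate 1, and 0.03047, replicate 5), *Fabp5* in WT livers at 24 hours (0.0846, replicate 1, and 0.2847, replicate 6), *Cdkn1a* between genotypes at 24 hours (0.07534, replicate 1, and 0.04611, replicate 5) and *Abcb4* in WT livers at 24 hours (-0.02122, replicate 4, and -0.006153, replicate 6). Camera called 2 (replicate 4), 5 (replicate 5) and 4 (replicate 6) lists between genotypes at 6 hours and 3 (replicate 4) and 2 (replicate 6) for the interaction at 6 hours. Its direction, which compares the test statistics of a list with those of all other genes and need not be the sign of the median, changed for stellate cells between genotypes at 24 hours. The medians there, 0.0759 (replicate 2), 0.0851 (replicate 4) and 0.0901 (replicate 5), stayed above 0.

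Across the 34 fits that each left out 1 library, the called genes ranged from 2180 to 2434 in WT and from 2225 to 2663 in SIRT intKO livers at 6 hours, from 1552 (without WT 24-hour replicate 2) to 3117 (without WT 24-hour replicate 4) in WT livers at 24 hours and from 3216 to 3729 in SIRT intKO livers at 24 hours. Between genotypes at 24 hours they ranged from 232 (without SIRT intKO 24-hour replicate 2) to 815 (without SIRT intKO 24-hour replicate 5), at 6 hours from 0 to 7 (without SIRT intKO 6-hour replicate 4), and for the interaction at 24 hours from 0 (without WT 24-hour replicate 2, with 2084 at an unadjusted p under 0.05) to 205 (without SIRT intKO 24-hour replicate 5). The shared share ranged from 51.5% to 56.57% at 6 hours and from 32.54% to 47.8% at 24 hours, and the called interactions among genes called in SIRT intKO livers alone from 0% to 7.732%. The difference from Supplementary Table 1 ranged from 0.0325 to 0.049 at 6 hours and from 0.000213 to 0.00079 at 24 hours when a WT 6-hour library was left out.

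In these fits the sign changed for *Tlr7* (from -0.3074 to 0.3576) and *Slc51b* (from -1.124 to 0.3351) in WT livers at 6 hours, *Abcb4* in WT livers at 24 hours (from -0.3291 to 0.2381), *Sirt1* between genotypes at 0 hours (from -0.1408 to 0.07419), *Cdkn1a* between genotypes at 24 hours (from -0.2663 to 0.3169) and, for the interaction at 24 hours, *Hadh* (from -0.4578 to 0.03435) and *Slc51b* (from -0.03679 to 1.645). None of these genes was called where its sign changed.

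Camera called 19 lists between genotypes at 24 hours, 8 at 6 hours, and 5 and 19 for the interactions at 6 and 24 hours. With an estimated correlation it called 0 in each. Fry called 0 between genotypes at 6 hours, 0 for the interaction at 6 hours and 3 for that at 24 hours, and upper-quartile scaling gave 3 between genotypes at 6 hours. The permutation tests called 0 at 24 hours and 0 at 6 hours. A single list at their smallest possible p would have an adjusted p of 0.0909 at 24 hours and 0.0649 at 6 hours, so they could call lists only together, and a list that they did not call is not a lost call. Across the 11 fits without a liver at 24 hours, camera called from 14 to 20, 7 to 8, 5 to 5 and 18 to 21 lists. Its direction between genotypes at 24 hours changed in some of these fits for stellate cells (medians from -0.111 to 0.288) and the Reactome set of amino acid metabolism (from -0.0851 to 0.111), neither of which it called in the fit with all libraries.

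Of the other values, 294 of 9071 for named genes lost their call (59 of 187 results), 150 gained a call (38 results) and 28 changed sign (8 results), those above included. Of 1470 counts by direction or by overlap, 120 moved, and of 3083 medians, 46 moved. Of 1160 values for called lists and lists named here, 181 lost their call (51 of 58 results), 3 gained a call and 9 changed direction. For genes of the lists that the text does not name, 153 of 12700 values lost a call, 144 gained a call and 80 changed sign, the last with adjusted p-values of at least 0.106. For lists not called, 50 of 2360 values gained a call and 118 changed direction. Where a gene lies near or under 1 CPM, as *Slc51b* in WT livers at 6 hours or *Acod1* in WT livers at 24 hours, the depth limits its value, and its sign or fold change rests on few reads.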

Differences from the paper's values

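Each value that the paper states for a measure also computed here lay within the replicate spread or within 1.5 times of the value here, log2 fold changes of Supplementary Table 1 and gene numbers read from Figures 2*C* and 3*A* included. For the depth, 2 reads were taken for each counted pair, which gives 33.6 M reads per library against the 40 M of the paper. Disagreements with statements of the text follow.

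The legends give 5 WT livers at 6 hours and 5 at 24 hours, where the labels give 6 and 4. The labels' grouping gave the log2 fold changes of Supplementary Table 1, with median absolute differences of 0.000351 and 0.000197.

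The paper states that *Cdkn1a* was higher in SIRT intKO than in WT livers at 24 hours. Here the log2 fold change between genotypes was -0.06 (edgeR adjusted p = 0.934), and *Cdkn1a* was called between genotypes under none of the alternatives. Without WT 24-hour replicate 2 it was 0.32. Against 0 hours it was called in SIRT intKO livers alone.

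The paper states that uptake transporters did not change over time in either genotype. By the legend of Figure 5*C*, genes regulated alike in the genotypes were left unmarked, which may qualify the statement. Here *Slc10a1*, *Slco1a1* and *Slco1b2* were called lower at 24 hours in both genotypes, by -1.55, -3.24 and -1.65 in WT and -1.76, -3.87 and -2.04 in SIRT intKO livers. Supplementary Table 1 itself gives -1.55 for *Slc10a1* and -3.242 for *Slco1a1* in WT livers at 24 hours. The paper also states that efflux and adaptive transporters rose in SIRT intKO livers and not in WT livers. Here *Abcb1a* (3.61) and *Slc51b* (5.07) were called higher in WT livers at 24 hours, with interactions of 1.64 and 0.48 that were not called. Supplementary Table 1 itself gives 3.638 and 5.12 for these genes in WT livers at 24 hours. The difference is thus from the paper's text and not from its table. Both genes spread widely among the WT livers at 24 hours. *Abcc3* (0.95) and *Abcc4* (0.73) were not called in SIRT intKO livers at 24 hours, although *Abcc3* was without SIRT intKO 24-hour replicate 5 (1.09) and in other fits that left out a library.

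The paper states that stress genes rose at 6 hours in SIRT intKO and not in WT livers. Here *Eif2ak3* rose in WT livers too, by 0.86 (edgeR adjusted p = 0.00102), under the fold-change threshold, and the interactions of *Atf3* and *Eif2ak3* had an edgeR adjusted p of 1. For STAT, interferon and stress genes named as specific to SIRT intKO livers at 6 hours, the interaction was called for 0 of 10, 0 of 9 and 0 of 9 genes, with 1 of each at an unadjusted p under 0.05. For the amino acid and lipid genes named as specific at 24 hours it was called for 0 of 8 and 0 of 9, with 5 of each at an unadjusted p under 0.05. At 24 hours *Gls2* was called for it without SIRT intKO 24-hour replicate 5.

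*Serpinb1a*, shown as lower in SIRT intKO livers at 6 hours, was not called here (-1.38, edgeR adjusted p = 0.0541). It was called with DESeq2, with upper-quartile scaling, when only the groups compared were fitted, with the replicate number as a block and in 10 of the fits that each left out a library. *Ptx3*, shown as higher in SIRT intKO livers at 6 hours, was not called (3.34, edgeR adjusted p = 0.0655). It was called with DESeq2 and in 2 of the fits that each left out a library. *Pycard*, stated as higher in SIRT intKO livers at 24 hours, was not called (0.99, edgeR adjusted p = 0.0196). It was called with DESeq2 (1.00), in edgeR with DESeq2's size factors (1.00) and in 7 of the fits that each left out a library.

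Of the genes stated as higher in WT than in SIRT intKO livers at 24 hours, *Dgat1* (-0.86), *Slc27a5* (-0.53), *Srebf1* (-0.80) and *Star* (-0.95) did not pass the fold-change threshold of the paper. *Dgat1* and *Star* passed it in some of the fits that left out a library, among them that without WT 24-hour replicate 3 (-1.11 and -1.09). The difference of *Dgat1* was nearly lost, however, without WT 24-hour replicate 2. That liver had 77.5 CPM, against 16.1 to 23.7 CPM in the other WT livers. *Foxa2*, which the paper reports as lower in SIRT intKO livers, was not called between genotypes at 24 hours, nor was its interaction. Against the livers before surgery, however, *Foxa2* was called lower at 24 hours in SIRT intKO livers and was not called in WT livers. It is among the paper's Notch genes, all of which had these calls. The fall within SIRT intKO livers is thus not a difference from the paper.

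The paper states that amino acid metabolism rose in WT livers at 24 hours and not in SIRT intKO livers, from GO terms. Its terms came from genes called in 1 genotype alone. A median over all genes of a Reactome set is another measure and does not exclude that enrichment. Here the Reactome set of amino acid metabolism had a median of -0.246 in WT and -0.205 in SIRT intKO livers, and the transforming growth factor-β receptor complex set was called higher in both, at 0.136 and 0.107.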

Other observations

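The tests of the fold-change threshold, of a batch of the 0-hour libraries, of the spread of the WT livers at 24 hours, of time of day for acute-phase genes, the form of the test of the hepatocyte share and the counts of splits at an unadjusted p were chosen only after the result was seen.

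For each count of called genes, 100 splits of the libraries into groups of the same sizes were fitted, the real one included. For 6 and 24 hours against 0 hours, 1 split of 100, the real one, gave as many called genes in WT livers at 6 hours, in SIRT intKO livers at 6 hours, in WT livers at 24 hours and in SIRT intKO livers at 24 hours. The highest other splits gave 622, 1236, 1451 and 2566. Between genotypes at 24 hours, 5 of 100 splits gave as many called genes as the real one, and 5 as many at an unadjusted p under 0.05. For the interaction at 24 hours these were 15 and 11. Between genotypes at 6 and 0 hours and for the interaction at 6 hours 0 genes were called, so 100 of 100 splits give as many by necessity and that count says nothing. By genes at an unadjusted p under 0.05, of which there were 976, 161 and 457, at least as many came from 16, 90 and 41 of 100 splits. So the changes after PHx within each genotype stood apart from other splits. Those between genotypes did not, at 24 hours by either count and at 6 and 0 hours by genes at an unadjusted p under 0.05.

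Of the genes called in SIRT intKO livers alone, 96.84% at 6 hours and 90.63% at 24 hours moved in the same direction in WT livers. This is what a threshold applied to a response shared by both genotypes would give, and a set of genes changed in SIRT intKO livers alone would not. A response of the same genes that is stronger in SIRT intKO livers would give the same signs too. The signs do not separate it from the threshold. A candidate explanation for many of these genes, beside a stronger response in SIRT intKO livers, is that they lie near the threshold in WT livers, where the response at 24 hours rests on 4 livers.

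The 4 WT livers at 24 hours spread widely, at 86.2, 95.9, -8.02 and -17.6 on the first principal component, a range of 114. The 27 most abundant genes held 34.38%, 35.76%, 30.24% and 29.15% of their counts, which goes with that component. Yet a larger share lowers all other genes by the same factor, which can move a component by at most 17.3 here, and the 27 genes themselves gave 0.533 of the 114, so a few genes taking most of the counts do not account for the range. Time of day is a candidate explanation. Projected on the change of 15 clock genes between 0 and 6 hours, where the WT livers at 6 hours average 1, WT 24-hour replicates 1 to 4 were at 0.496, 0.793, -0.00349 and -0.0572, and SIRT intKO 24-hour replicates 1 to 7 at 0.957, 0.317, 0.629, 0.606, -0.0125, 0.306 and 0.531. The times of day of sampling are not known, so time of day and another difference between these livers cannot be told apart. The spread was not confined to WT livers. On the first component SIRT intKO 24-hour replicate 5, at 8.1, lay nearer to WT 24-hour replicates 3 and 4 than to the other SIRT intKO livers (49.7 to 80.3). Livers of this kind form a larger part of the WT than of the SIRT intKO group at 24 hours. Without that SIRT intKO liver, 815 genes were called between genotypes, against 402. A mislabeled library could not be tested through *Sirt1*, whose log2 fold change between genotypes in the liver was -0.0239 at 0 hours. A biological difference between these WT mice was not tested.

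Across both genotypes, the changes at 6 hours include clock genes. The median absolute log2 fold change of 15 clock genes in WT livers was 1.89 at 6 hours, above all 10000 random lists of the same size and expression, whose median was 0.358. For SIRT intKO livers it was 2.12. At 24 hours it was 0.749 in WT livers (percentile 99.03) and 1.09 in SIRT intKO livers (percentile 99.92). Part of the difference between 0 and 6 hours may follow the time of day of sampling. Time of day does not account for the acute-phase genes, whose median absolute log2 fold change in WT livers was 2.5 at 6 hours and 2.4 at 24 hours, a full day after surgery, when the clock genes had changed less. The values for SIRT intKO livers were 2.48 and 1.85.

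The names of the 0-hour libraries are numbered in a series of their own, and a batch that they share would enter every comparison with 0 hours in both genotypes. Such a batch alone would set the livers at 6 and at 24 hours apart from 0 hours alike. On the second principal component, all 11 livers at 6 hours (-52 to -17.1) lay below all 11 at 24 hours (-5.96 to 57.7), a gap of 11.1. This difference does not involve the 0-hour libraries. A batch of theirs could not have changed it, so the gap does not test for such a batch. For changes that both time points share, a batch and a response to PHx cannot be told apart, and the correlation across genes of 0.84 between the genotypes at 6 hours does not separate them, since no library of another time point is in that series.

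A lower share of hepatocytes could lower the metabolic genes in SIRT intKO livers at 24 hours. Of 12 abundant hepatocyte transcripts, 8 were higher and 4 lower than in WT livers, with a median of 0.12 (camera adjusted p = 0.326), and *Alb* was 35000 CPM in SIRT intKO and 19400 CPM in WT livers. In each liver, the mean log2 CPM of the hepatocyte list minus that of the amino acid genes was higher in SIRT intKO livers by 0.86 (exact p = 0.0485) and minus that of the lipid genes by 0.60 (exact p = 0.0667), with an adjusted p of 0.0667 for both. The hepatocyte list did not move with the metabolic genes, but the difference is not beyond chance after adjustment, so this test leaves the share of hepatocytes open.

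For the WT livers at 6 hours, the labels' grouping gave Supplementary Table 1 with a median absolute difference of 0.000351. This bears on which libraries the paper grouped together. It says nothing about the spread of these livers, since a mislabeled liver would give the same match.

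Between SIRT intKO and WT livers at 24 hours, the remaining lists were not called by camera. Their medians were 0.93 for Kupffer cells (camera adjusted p = 0.104), 0.19 for stellate cells (camera adjusted p = 0.769), 0.29 for cholangiocytes (camera adjusted p = 0.653) and 0.62 for red blood cells (camera adjusted p = 0.326). The most abundant Kupffer cell markers went opposite ways. *Marco* was 14.4 CPM in WT and 70.0 CPM in SIRT intKO livers, and *C6* was 123 and 62.1 CPM. For p53 targets the median was 0.10 (camera adjusted p = 0.326), for the clock 0.01 (camera adjusted p = 0.677), for integrated stress 0.25 (camera adjusted p = 0.413) and for bile acid synthesis -0.52 (camera adjusted p = 0.0829). Both tested lymphocyte markers, under 1 CPM, were lower, with 0 called and 0 at an unadjusted p under 0.05. Of the 4 tested sex-linked transcripts, 0 were called, and *Eif2s3y* was 42.4 CPM in WT and 43.9 CPM in SIRT intKO livers. The 5 Notch genes, *Foxa2* among them, were all called lower in SIRT intKO livers at 24 hours against 0 hours. In WT livers 0 were called and 0 had an unadjusted p under 0.05. Between genotypes 1 of the 5 was called, *Cebpa*, and they had a median of -0.985 (camera adjusted p = 0.00235, fry adjusted p = 0.00432) and a difference of mean log2 CPM of -0.93 (exact p = 0.0212, adjusted p = 0.104).

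Of the 16 acute-phase and STAT3 target genes, 14 were lower in SIRT intKO than in WT livers at 24 hours, 1 of them called, 5 with an edgeR adjusted p under 0.05 and 9 when adjusted over the list alone. The exact permutation test of their mean log2 CPM gave a difference of -0.64 (p = 0.0394, adjusted p = 0.116). The STAT genes that the paper names as lower at 6 hours were all higher in SIRT intKO livers at 24 hours, with a median of 0.75 (camera adjusted p = 0.00415, fry adjusted p = 0.0287) and a permutation p of 0.0333 (adjusted p = 0.116).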
